# Anti-inflammatory effects of tetradecylthioacetic acid (TTA) in macrophage-like cells from Atlantic salmon (Salmo salar L.)

**DOI:** 10.1186/1471-2172-12-41

**Published:** 2011-07-20

**Authors:** Fabian Grammes, Harald Takle

## Abstract

**Background:**

Commercial Atlantic salmon is fed diets with high fat levels to promote fast and cost-effective growth. To avoid negative impact of obesity, food additives that stimulate fat metabolism and immune function are of high interest. TTA, tetradecylthioacetic acid, is a synthetic fatty acid that stimulates mitochondrial *β*-oxidation most likely by activation of peroxysome proliferator-activated receptors (PPARs). PPARs are important transcription factors regulating multiple functions including fat metabolism and immune responses. Atlantic salmon experiments have shown that TTA supplemented diets significantly reduce mortality during natural outbreaks of viral diseases, suggesting a modulatory role of the immune system.

**Results:**

To gain new insights into TTA effects on the Atlantic salmon immune system, a factorial, high-throughput microarray experiment was conducted using a 44K oligo nucleotide salmon microarray SIQ2.0 and the Atlantic salmon macrophage-like cell line ASK. The experiment was used to determine the transcriptional effects of TTA, the effects of TTA in poly(I:C) elicited cells and the effects of pretreating the cells with TTA. The expression patterns revealed that a large proportion of genes regulated by TTA were related to lipid metabolism and increased mitochondrial *β*-oxidation. In addition we found that for a subset of genes TTA antagonized the transcriptional effects of poly(I:C). This, together with the results from qRT-PCR showing an increased transcription of anti-inflammatory *IL10 *by TTA, indicates anti-inflammatory effects.

**Conclusions:**

We demonstrate that TTA has significant effects on macrophage-like salmon cells that are challenged by the artificial dsRNA poly(I:C). The immune stimulatory effect of TTA in macrophages involves increased lipid metabolism and suppressed inflammatory status. Thus, suggesting that TTA directs the macrophage-like cells towards alternative, anti-inflammatory, activation. This has positive implications for TTA as a feed additive.

## Background

In commercial Atlantic salmon (*Salmo salar *L.) aquaculture, diets usually contain high levels of fat as it provides an inexpensive source of energy and promotes rapid growth. However, high levels of dietary fat cause excess fat to be deposited in the tissues, most notably in muscle, liver and as visceral fat [1]. Thereby the diet may affect the general health of the Atlantic salmon and also the quality of the filet as the final product [2]. In order to reduce the negative side effects of high fat diets, several studies have experimented with food additives promoting fat catabolism. Tetradecylthioacetic acid (TTA) is one of these additives, considered to be highly interesting.

TTA is a synthetic fatty acid with a sulfur substitution at the 3rd position in the carbon chain. The chemical properties of TTA resemble those of a normal fatty acid of similar length. What makes TTA interesting is that the sulfur atom makes it resistant towards further catabolism via *β*-oxidation and that TTA serves as activator for all peroxysome proliferator-activated receptor (PPAR) subtypes [3,4]. PPARs are important transcription factors regulating multiple functions, most notably fat metabolism and immune responses (reviewed in [5]). TTA has been reported to induce pleiotropic effects in mammals. These effects include increased mitochondrial *β*-oxidation in muscle and liver, decreased plasma lipid levels as well as antioxidant and anti-inflammatory effects (reviewed in [6,7]). It appears that most of the metabolic effects of TTA are mediated through activation of PPARs.

Studies addressing metabolic effects of TTA in fish are scarce. Nevertheless, the studies that have been conducted with members of the salmonidae family indicate similar metabolic effects of TTA in fish by showing increased lipid metabolism in liver [8,9] and muscle [10]. In contrast to mammals, high levels of dietary TTA have been reported to induce mortality in Atlantic salmon [9,11] but not in Rainbow trout (*Oncorhynchus mykiss *Walbaum) [8]. It has been hypothesized that the mortality may be related to accumulation of TTA-metabolites in the kidney at low temperatures [12].

To date only one study investigated immune modulatory functions of TTA in Atlantic salmon, showing that TTA reduces the production of leukotriene B4 (LTB_4_) and prostaglandin E_2 _(PGE_2_) in headkidney macrophages isolated from TTA fed fish [12]. It should be noted that the reduction was found only to be significant for cells cultured at 5°C, but not in those maintained at 12°C [12]. Intriguingly, two studies, both reporting significant reduced mortality in Atlantic salmon pre fed with a low-level TTA supplemented diet during natural outbreaks of viral diseases in sea [10,13], indicate important immune modulatory effects of TTA. Hence, TTA may be of interest as a feed additive in Atlantic salmon aquaculture.

To address immune modulatory functions of TTA in Atlantic salmon we conducted a "genome wide" microarray approach in a factorial designed experiment to identify transcriptional effects of TTA using the established, macrophage-like cell line ASK [14]. The cell line was chosen because macrophages pose a key role in the innate immunity, which is considered to be of primary importance to fight off pathogens since it can take weeks to mount an acquired immune response in poikilothermic fish [15]. Macrophages posses a remarkable plasticity that allows them to change their phenotype according to environmental signals. *In vitro *two major macrophage phenotypes have been characterized. Classically activated macrophages displaying a pro-inflammatory profile and alternative activated macrophages showing anti-inflammatory properties [16]. Macrophages recognize invading pathogens via pattern recognition receptors that bind conserved pathogen-associated molecular patterns (PAMPs). Activation of macrophages via PAMPs induces the classical activated phenotype. Because most viral pathogens produce dsRNA during one part of their replication [17], we decided to use the double stranded RNA analogue poly(I:C), a frequently used PAMP to simulate infection with a viral pathogen in our experiment.

A large proportion of the genes regulated by TTA was related to increased lipid metabolism and were also activated by TTA in poly(I:C) elicited ASK cells. The main effect seen for TTA in poly(I:C) elicited cells was to antagonize the induction of a subset of poly(I:C) dependent genes. Further we found increased expression of anti-inflammatory *IL10 *and *Krueppel-like factor 11 *(*KLF11*). Thus the results indicate that TTA polarizes the macrophage-like cells towards the alternative activated state.

## Results

We used the permanent Atlantic salmon macrophage-like cell line ASK in a factorial designed experiment to study transcriptional effects of TTA. An overview of the experimental design is given in Table 1. 

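ASK is a permanent cell line from Atlantic salmon kidney. TTA is tetradecylthioacetic acid, a modified fatty acid that activates peroxisome proliferator-activated receptors (PPARs), and poly(I:C) is a synthetic double-stranded RNA used in place of a viral RNA. Cells received 100 µM TTA or control medium on days 2 to 4 (pretreatment), and control medium, 100 µM TTA, 50 µg/ml poly(I:C) or TTA and poly(I:C) together on days 5 to 7 (treatment), which gave 8 groups. The deposited files hold 15 one-color arrays: 2 for each group, except 1 for TTA pretreatment followed by poly(I:C). The labels place the arrays of a group on different array designs, and the array design was taken here as the replicate number and as the batch term of the paper's model. Each of the 4 slides carried the arrays of 1 pretreatment of 1 replicate, 4 arrays per slide and 3 on the slide with TTA pretreatment of replicate 1. An array measures 21012 probes, each in 2 features. The identifiers of 17607 probes begin with Ssa (Salmo salar) and those of 3405 with Omy (Oncorhynchus mykiss, rainbow trout).
The authors' scanner software wrote a background-corrected intensity and quality marks for each feature, and these intensities are the values used here. Following the order of steps in the paper's Methods, features were kept when marked as found, positive and significant, and well above background, control features were removed, the duplicate features of a probe were averaged, the arrays were quantile normalized, the intensities were log2 transformed, and probes missing on more than 2 of the 15 arrays were discarded. Before that last step between 13288 and 14940 probes were kept per array. The median was 13458.5 probes on the 8 arrays with control pretreatment (range 13324 to 14014) and 13882 on the 7 arrays with TTA pretreatment (range 13288 to 14940). By treatment, the median was 13685 probes with control medium, 13376.5 with TTA, 13633.5 with TTA and poly(I:C) and 13742 with poly(I:C). The number of arrays per group limits the precision of every value. Arrays of the same group in the 2 replicates correlated over probes with Pearson's r between 0.983 and 0.994, where probes are not independent replicates. The values made in this way were within 0.004 on the log2 scale of the authors' deposited log2 values, except for 19 of the 12494 probes found in both, which were more than 0.01 apart on at least 1 array. The files give no gene names, and 0 probe identifiers matched the gene table used here, so genes are named only through the 50 labels that Table 4, Fig. 2 and Fig. 3 of the paper pair with a probe. For SLC6A13, the probe that fits Fig. 3 was used in place of that of Table 4. The caption of Fig. 3 names genes without probes. The paper removed probes without annotation before it adjusted the p-values. That step was not repeated, so more probes were tested here. No positions in a genome are given, since the files hold none.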

RNA from two biological replicates was used in the microarray analysis with the Atlantic salmon SIQ2.0 microarray [18] in a one-color setup, resulting in totally 16 arrays. One array did not pass the quality control analysis and was subsequently excluded from the final data set (Table 1, indicated by*). 

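The array left out is that of TTA pretreatment and poly(I:C) treatment in replicate 1, and it was not analysed here. The mean of poly(I:C) treatment therefore rests on 3 arrays, against 4 for each other treatment. On the remaining arrays, 61.0 to 68.5% of the spots were well above background, the slope of the spike-in controls was between 0.944 and 0.988, and 0 spots were saturated.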

To identify differentially expressed (DE) probes, a linear model (Equation 2), containing the main effects was fitted to each probe set. 

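The model had a term for pretreatment (2 levels), for treatment (4 levels) and for batch, and each contrast was tested with limma's moderated statistic. A probe was called DE when its Benjamini-Hochberg adjusted p, taken over all 12495 present probes and the 5 contrasts together, was at most 0.15 and its absolute log2FC at least 0.5. IC vs. TTAIC was computed as TTA and poly(I:C) minus poly(I:C), the direction in which the paper reads it. Over the 11703 probes measured on all arrays, the first principal component held 68.4% of the variance, and poly(I:C) explained 99.0% of that component. The next component held 11.3% of the variance, of which the replicate explained 47.7% and the slide 55.9%. The pretreatment explained 6.95% of this component. The component after these, with 8.72% of the variance, followed the slide (68.2% explained), which combines the replicate (31.6%) and the pretreatment (18.9%). When terms for an interaction of pretreatment and treatment were added to the model, limma's F test called 1 of 12424 probes, and 402 probes had an unadjusted p under 0.05. The called probe, Ssa#CB517706, owed its value to a single bright spot of 63593.7 units, whose duplicate on the same array read 16.2 units.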

Subsequently we extracted specific contrasts (Table 2), using the Bioconductor package "limma" [19].

**Table 1:** Experimental design

Pretreatment	Treatment	biol. repl.^a^	array^b^
Control	Control	4	2
	TTA	4	2
	TTA+poly(I:C)	4	2
	poly(I:C)	4	2

TTA	Control	4	2
	TTA	4	2
	TTA+poly(I:C)	4	2
	poly(I:C)	4	2*

^a ^Replicates, using different passages of the cells

^b ^Number of replicates used in the array experiment

* One of the arrays did not pass the quality control and was excluded from further analysis

**Table 2:** Specific contrasts

Contrast	*H*_0 _to test	Interpretation when *H*_0 _is rejected and the corresponding log_2_FC passes the cut-off
*preTTA vs. CTR *	*H*_0 _: *P_TTA _*= *P_contr _*	DE in: Samples pretreated with TTA *vs*. pretreatment Control
*TTA vs. CTR *	*H*_0 _: *T_TTA _*= *T_contr _*	DE in: Samples treated with TTA *vs*. Control treated
*TTAIC vs. CTR *	*H*_0 _: *T_TTA_*_+*polyI:C *_= *T_contr _*	DE in: Samples treated with TTA+poly(I:C) *vs*. Control treated
*IC vs. CTR *	*H*_0 _: *T_polyI_*_:*C *_= *T_contr _*	DE in: Samples treated with poly(I:C) *vs*. Control treated
*IC vs. TTAIC *	*H*_0 _: *T_TTA_*_+*polyI*:*C *_= *T_polyI_*_:*C *_	DE in: Samples treated with TTA+poly(I:C) *vs*. poly(I:C) treated

Contrasts, extracted for each probe after the full linear model (Equation 2) was fitted to the data.

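In preTTA vs. CTR, which sets the 7 arrays with TTA pretreatment against the 8 with control pretreatment, 159 probes were DE. Of these, 155 were higher and 4 lower. In TTA vs. CTR, with 4 arrays on each side, 57 probes were DE, 28 higher and 29 lower. The joint adjustment over the 5 contrasts let through unadjusted p-values of up to 0.0307 and 0.0305 in these contrasts. At an unadjusted p under 0.05, limma gave 2221 and 227 probes. The alternative that moved the count of preTTA vs. CTR most in proportion was an absolute log2FC of at least 1, which left 6 probes, and that which moved TTA vs. CTR most in proportion was the adjustment of p-values within the contrast, which left 7. The largest counts were 1607 in preTTA vs. CTR with replicate 1 alone and 248 in TTA vs. CTR without a filter on dim probes. With the adjustment within the contrast, 77 probes were DE in preTTA vs. CTR.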

Pretreatment with TTA (*preTTA vs. CTR*) significantly altered the expression of 121 probes (108 genes), while treatment with TTA (*TTA vs. CTR*) affected 49 probes (41 genes) (Table 3). Stimulating the cells with poly(I:C) showed the strongest effect with regard to number of DE probes and log_2_FC with 3636 DE probes (2785 genes) in the contrast *IC vs. CTR*. 

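With poly(I:C) alone, on 3 arrays against 4 with control medium, 4253 probes were DE, of which 1768 were higher and 2485 lower. A log2FC above 2 in size was reached by 297 higher and 88 lower probes. The largest rise among probes measured on all 15 arrays was that of Ssa#S18855772, with a log2FC of 10.34 (SE 0.26, adjusted p = 2.35e-11 from limma), followed by Omy#S15341095 with 10.11 (SE 0.29, adjusted p = 5.5e-11). The largest falls among the same probes were those of Ssa#GRASP223648283, with a log2FC of -4.16 (SE 0.43, adjusted p = 1.46e-05), and Ssa#GRASP209155797, with -3.50 (SE 0.35, adjusted p = 1.2e-05). All 4 probes moved the same way in 3 of 3 pairs of arrays with equal pretreatment and replicate. None of them has a label in Table 4, Fig. 2 or Fig. 3. The alternative that moved the count most in proportion was an absolute log2FC of at least 1, with 1628 probes. Scaling each array by its 75th percentile gave 4532 DE probes, of which 37.1% were higher, against 41.6% after quantile normalization.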

We observed significant alteration of 3487 probes (2697 genes) when treating the cells with TTA and poly(I:C) simultaneously (*TTAIC vs. CTR*). 

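When TTA was present together with poly(I:C), 1252 probes were higher and 2844 lower than with control medium, 4096 in all. Among probes measured on all 15 arrays, those with the largest changes were in part those of poly(I:C) alone. Omy#S15341095 had a log2FC of 10.02 (SE 0.27) and Ssa#S18855772 one of 9.97 (SE 0.24), while Ssa#GRASP223648283 had a log2FC of -3.51 (SE 0.39) and Ssa#GRASP221221839 one of -3.47 (SE 0.32). Each was higher or lower in 4 of 4 pairs of arrays, and the adjusted p from limma was at most 2.92e-05. Both poly(I:C) contrasts called 3496 probes in common, 3495 of them with the same sign. They share the control arrays. In 100 simulated data sets with a poly(I:C) effect and no effect of TTA, a median of 3710 probes was called in both (range 3660 to 3770), and the log2FCs of both contrasts correlated over probes with a median r of 0.973, against 0.978 in the data.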

92 probes (70 genes) were DE when comparing the concordant TTA and poly(I:C) treatment *vs*. poly(I:C) treatment (*IC vs. TTAIC*), indicating that TTA exerts effects on transcription in poly(I:C) challenged cells.

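Between TTA with poly(I:C) (4 arrays) and poly(I:C) alone (3 arrays), 104 probes were DE, 24 higher and 80 lower. The split was 71 higher and 38 lower with 75th percentile scaling and 55 and 43 with normalization before the filter on spots, an order tried after seeing the data. With an array left out the count ranged from 63 to 293. At an unadjusted p under 0.05 there were 381 probes, and 3 probes (ANGPTL4, PLIN2 and SLC6A13) were DE when p-values were adjusted within this contrast alone. The joint adjustment passed unadjusted p-values of up to 0.0307 here as well. In 100 simulated data sets with a poly(I:C) effect and no effect of TTA, the joint adjustment called between 118 and 197 probes in this contrast, with a median of 164. It called a median of 0 probes when no group was given an effect (20 simulations). The 381 of 12495 probes with an unadjusted p under 0.05 from limma are fewer than this threshold gives on average by chance. The simulated noise was independent between probes and arrays, so the simulated numbers cannot be read as the chance calls on these arrays.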

**Table 3:** Summary of significant probes identified by the different contrasts

Contrast	UP/DOWN	Probes	Probes **(lfc ***>***1)**	Probes **(lfc ***>***2)**
**Pretreatment**				
*preTTA vs. CTR*	UP	119	4	0
	DOWN	2	0	0

**Treatment**				
*TTA vs. CTR*	UP	27	6	0
	DOWN	22	1	0
*TTAIC vs. CTR*	UP	1043	476	250
	DOWN	2444	764	72
*IC vs. CTR*	UP	1491	594	227
	DOWN	2145	787	80
*IC vs. TTAIC*	UP	22	4	0
	DOWN	70	9	0

In this study we were primarily interested in transcriptional effects related to TTA. Thus, we will focus for the rest of the paper on the three TTA related contrasts: *preTTA vs. CTR*, *TTA vs. CTR *and *IC vs. TTAIC*. However, a comprehensive list of all DE probes for each contrast can be found in Additional file 1, Table S1.

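Contrasts that share arrays also share their chance deviations, so each overlap is given with the median of 100 simulated data sets in which poly(I:C) had an effect and TTA had none. Probes varied independently of each other in these data sets, so the ranges are narrower than for probes that move together. TTA vs. CTR and IC vs. TTAIC, which share no arrays, had 19 DE probes in common, all with the same sign, against 7 in the simulations (range 2 to 13). PreTTA vs. CTR shared 8 DE probes with IC vs. TTAIC (simulated 3, range 0 to 9) and 11 with TTA vs. CTR (simulated 3, range 0 to 10). These last 2 numbers equal those printed in Fig. 1. With IC vs. CTR, TTA vs. CTR shared 35 DE probes (simulated 55, range 37 to 80) and IC vs. TTAIC shared 77 (simulated 78.5, range 53 to 99). The lists behind these overlaps differ in length. The simulations called a median of 123 probes in TTA vs. CTR, 164 in IC vs. TTAIC and 38 in preTTA vs. CTR. The data gave 57, 104 and 159, so most of these overlaps are not compared on equal terms. The 19 probes came from 2 lists that were both shorter than simulated.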

The number of DE probes and their overlap between the different contrasts is shown in Figure 1.

**Figure 1:**
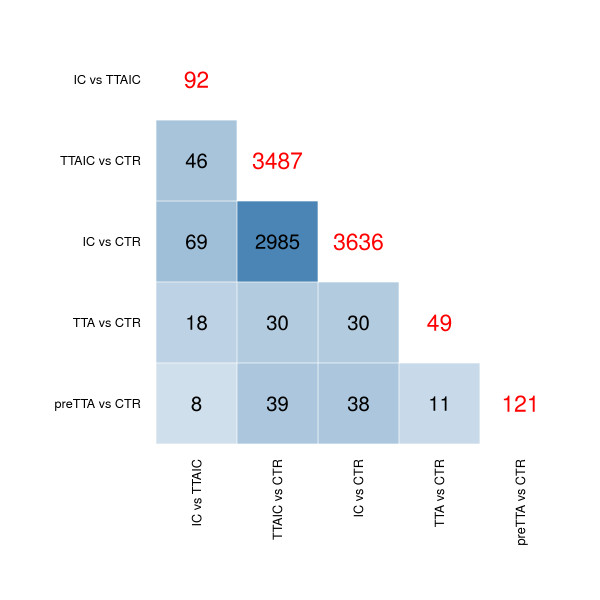
**Overlap matrix**. Overlap of the DE probes between the different contrasts. The numbers within cells display the number of common probes, while the red numbers in the diagonal display the total number of DE probes in that contrast.

### Transcriptional effects in IC vs. TTAIC

92 probes were DE when comparing ASK cells treated with poly(I:C) alone *vs*. cells that received concordant TTA and poly(I:C) treatment (Figure 1 and 2). Considering that poly(I:C) treatment alone significantly altered the expression of 3636 probes (Figure 1), the effects of TTA under poly(I:C) elicitation may be considered relatively small.

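An absolute log2FC of at least 1 was reached by 4 higher and 6 lower probes in IC vs. TTAIC, compared with 726 higher and 902 lower probes in IC vs. CTR. Among probes measured on all arrays, the largest fall between poly(I:C) alone and poly(I:C) with TTA was that of Omy#S34308663, with a log2FC of -1.49 (SE 0.28, adjusted p = 0.00237 from limma), and it was lower in 3 of 3 pairs of arrays. The next largest fall was that of DHRS3 (Ssa#GRASP223648617), with -1.33 (SE 0.35, adjusted p = 0.0206), also lower in 3 of 3 pairs. The median log2FC of all present probes in this contrast was -0.09.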

**Figure 2:**
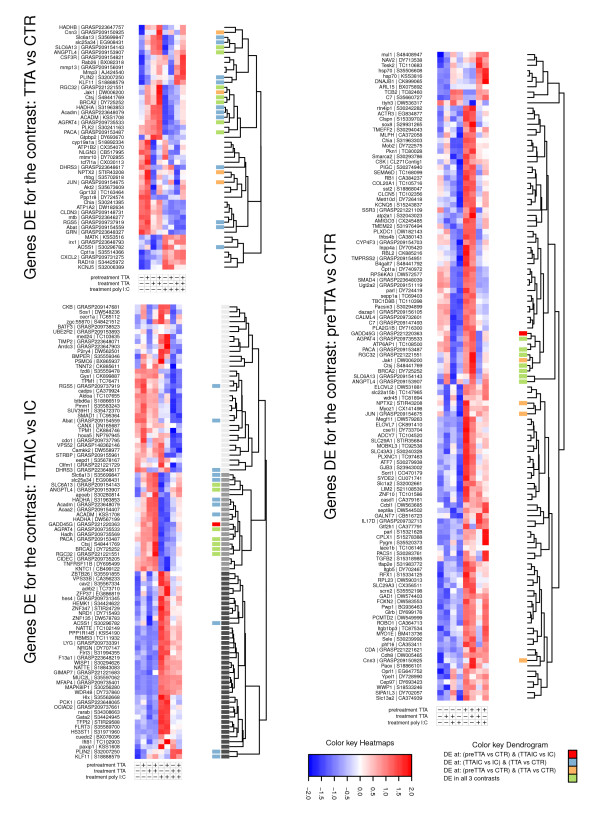
**Heatmaps**. Heatmaps displaying the relative expression of the probes significant in the three TTA related contrasts (*IC vs. TTAIC*, *TTA vs. CTR *and *preTTA vs. CTR*. The probes were clustered hierarchical using euclidean distance as indicated by the dendrogram on the side. The color code attached to the dendrogram indicates overlap for the corresponding gene between the 3 contrasts. In the dendrogram of the heatmap for contrast *IC vs. TTAIC*, the three major clusters are highlighted additionally (lightgrey - cluster.1; grey - cluster.2; darkgrey - cluster.3).

We observed that after hierarchical clustering of the DE probes for the *IC vs. TTAIC *contrast the genes could be separated into three major clusters (Figure 2). 

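The 104 DE probes were clustered by their relative expression in the 8 group means with Euclidean distance and complete linkage, and the tree was divided into 3 clusters. These held 24, 24 and 56 probes, and were matched to the paper's cluster names by the direction of their probes. The assignment depended on the method. With average linkage 79 of the 104 probes stayed in the same cluster, and 1 cluster then held only 2 probes. With the 15 arrays in place of the group means, 99 probes stayed.

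**Figure D1:**
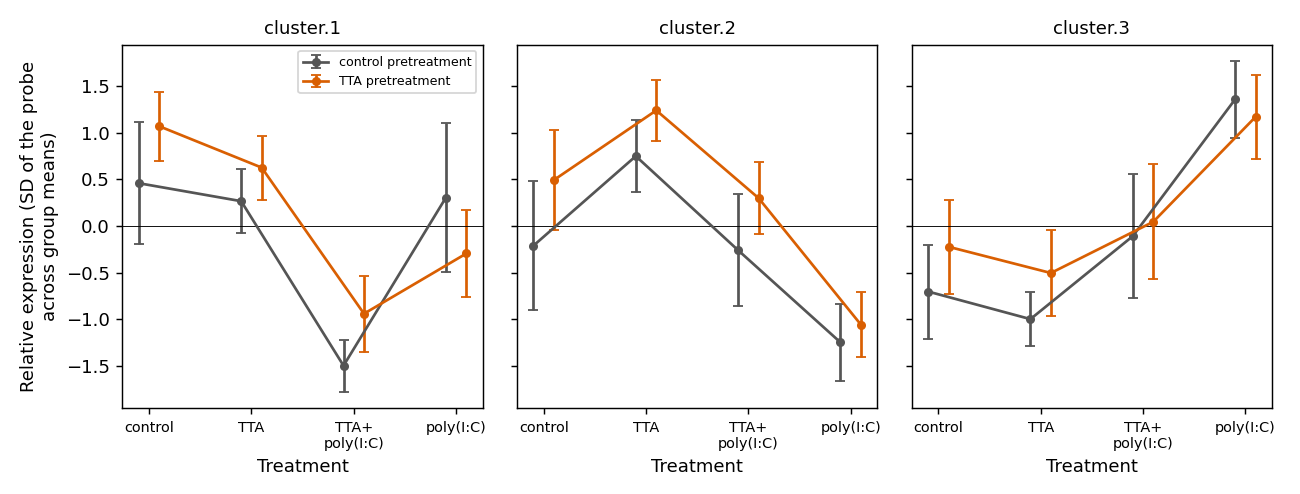
Relative expression of the probes DE in IC vs. TTAIC in each of the 8 groups, by cluster. The vertical axis gives the group mean minus the probe's mean over the groups, in units of the probe's SD over the groups; points are means over the probes of the cluster (24, 24 and 56 probes), bars are the SD over probes, and colors give the pretreatment. In cluster.3 the mean with poly(I:C) is 1.36 after control pretreatment and 1.17 after TTA pretreatment, and with TTA and poly(I:C) it is -0.11 and 0.04.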

First, probes showing mostly a moderate down-regulation in response to poly(I:C), but a generally stronger down-regulation upon concordant TTA poly(I:C) treatment (cluster.1). 

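The 24 probes of this cluster had a median log2FC of -0.35 in IC vs. CTR and of -0.98 in TTAIC vs. CTR. With poly(I:C) alone, 18 probes lay below the control and 10 were DE, whereas with TTA and poly(I:C) all 24 lay below and 20 were DE. With TTA alone the median log2FC was -0.17 and 2 probes were DE. This cluster depended most on the order of processing: when arrays were normalized before the spots were filtered, an order tried after seeing the data, 6 of the 24 probes remained DE in IC vs. TTAIC.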

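Cluster.2 held 24 probes, all higher in IC vs. TTAIC with a median log2FC of 0.69. Poly(I:C) alone lowered 22 of them, 20 significantly, with a median log2FC of -1.02. With TTA and poly(I:C) the median was -0.30 and 9 were still DE below the control. In TTA vs. CTR, 23 of the 24 probes were higher, 14 of them DE, and the median log2FC was 0.55. All 24 probes remained DE when arrays were normalized before the spots were filtered.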

Second, probes that were up-regulated by TTA, but down-regulated by poly(I:C) treatment (cluster.2). And third, probes that were less up-regulated when treated with TTA in combination with poly(I:C) (cluster.3). 

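This largest cluster held 56 probes, all lower in IC vs. TTAIC with a median log2FC of -0.66. Poly(I:C) alone raised 55 of them, 45 significantly, to a median log2FC of 0.93 in IC vs. CTR. In TTAIC vs. CTR the median log2FC was 0.25 and 19 were DE above the control. TTA alone moved them little, with a median log2FC of -0.14 and 3 DE probes. In that other order of processing, 28 of the 56 probes remained DE in IC vs. TTAIC.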

Especially for the second and the third cluster of probes we observed profound antagonistic effects for TTA in poly(I:C) elicited macrophages.

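Of the 77 probes DE in both IC vs. TTAIC and IC vs. CTR, 65 changed in opposite directions and 12 in the same direction. Both contrasts hold the same poly(I:C) arrays, which enter with opposite sign, and in the simulated data sets without an effect of TTA a median of 64 shared probes had opposite signs (range 41 to 82), or 81.7% of the shared probes against 84.4% in the data. The simulations called a median of 164 probes in IC vs. TTAIC, against 104 in the data, so the counts of 64 and 65 come from lists of unlike length. Over all present probes, the log2FCs of both contrasts correlated with r = -0.314, against a median of -0.135 in the simulations (range -0.174 to -0.104). The contrasts were then taken from different replicates, so that they shared no array, among probes with an unadjusted p under 0.01 in both. With IC vs. TTAIC from replicate 1 and IC vs. CTR from replicate 2, 78 of 105 probes had opposite signs. With the replicates exchanged, it was 10 of 32. Replicate 1 holds 1 poly(I:C) array, so a deviation of this array enters all of the 105 probes, and the numbers do not part shared arrays from a reversal by TTA.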

We found that cluster.2 contained mostly genes that were related to fat metabolism, and that most of them were shared with the *TTA vs CTR *contrast (see next section). 

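Of the 24 probes of cluster.2, 14 were also DE in TTA vs. CTR. They made up most of the probes DE in both contrasts, and the others belonged to cluster.1 (2 probes) and cluster.3 (3 probes). Among the probes of cluster.2 that the paper's figures pair with a gene, those with a label from fat metabolism are ANGPTL4, PLIN2, ACADM and Acadm, AGPAT4, Acaa2, Hadh, CIDEC, apoeb and the HADHA pair. The remaining labels are KLF11, PACA, TNFRSF11B, slc25a34 and the probes SLC6A13 and Slc6a13.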

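Log2 intensities of genes from lipid metabolism and of SLC6A13 were compared between 4 arrays with TTA and poly(I:C) and 3 with poly(I:C) alone. Angiopoietin-related protein 4 (ANGPTL4, Ssa#GRASP209153907) reached 11.85 ± 0.26 (SD, n = 4) with TTA and poly(I:C) and 10.04 ± 0.55 (SD, n = 3) with poly(I:C), a log2FC of 1.73 (SE 0.17, adjusted p = 9.64e-06 from limma). It had the largest rise among probes measured on all 15 arrays. The probe of the GABA transporter SLC6A13 (Ssa#GRASP209154143), measured on 2 of the 3 poly(I:C) arrays, rose by 1.95 (SE 0.30, adjusted p = 0.000676). Perilipin 2 (PLIN2, Ssa#S32007250) was at 13.84 ± 0.16 (SD, n = 4) and 12.43 ± 0.42 (SD, n = 3), a log2FC of 1.33 (SE 0.18, adjusted p = 0.000147). KLF11 (Ssa#S18888579) was at 7.72 ± 0.25 and 6.65 ± 0.21, a log2FC of 1.05 (SE 0.21, adjusted p = 0.00381). The following probes changed less. Both probes of the medium-chain acyl-CoA dehydrogenase, ACADM (Ssa#KSS1708) and Acadm (Ssa#GRASP223648079), had log2FCs of 0.69 and 0.66, the acyltransferase AGPAT4 (Ssa#GRASP209735533) 0.75, the probe labelled Acaa2 (Ssa#GRASP209154407) 0.56, and the HADHA probes 0.64 (Ssa#DW567199) and 0.55 (Ssa#S31963853). These smaller changes had an adjusted p from limma of at most 0.00976. Each probe named here was higher in 3 of 3 pairs of arrays (SLC6A13 in 2 of 2), and stayed DE when arrays were normalized before the spots were filtered. With each array left out in turn, the log2FC of PLIN2 stayed between 1.12 and 1.58. The HADHA probe with the smaller change (Ssa#S31963853) lost its call in 1 of the 15 cases, with a log2FC of 0.48.

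**Figure D2:**
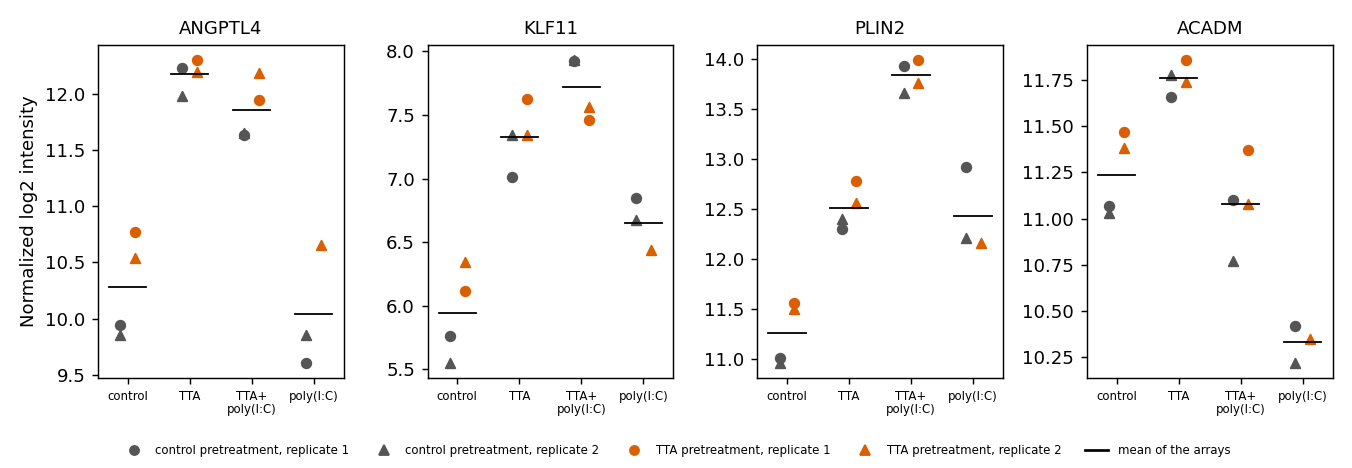
Normalized log2 intensity of ANGPTL4, KLF11, PLIN2 and ACADM on each array, by treatment. Each point is 1 array, with the pretreatment by color and the replicate by shape, and lines are means. In each panel all 4 arrays with TTA and poly(I:C) lie above all 3 arrays with poly(I:C), and all 4 with TTA above all 4 with control medium.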

Genes of particular interest were: *ANGPTL4*, as the highest ranking gene, *Acadm*, *AGPAT4*, *THIM*, *HADHA*, *PLIN2 *and *KLF11*. Angiopoetin-related protein 4 (ANGPTL4) has been reported, beside having a role in regulating angiogenesis, to act as a important stimulator of lipid metabolism [20]. Acetyl-CoA acyltransferase THIM and the mitochondrial trifunctional enzyme HADHA are enzymes of the mitochondrial *β*-oxidation. The gene *AGPAT4 *encodes an acyltransferase, participating in de-novo phospholipid synthesis. The gene remains yet to be fully characterized, however, other isoforms have been reported to be regulated by PPAR-*α *[21]. The protein Perilipin 2 (PLIN2) is a lipid droplet associated protein, recently suggested to stimulate lipolysis in macrophages [22]. Moreover, KLF11 an inhibitor of cellular PGE_2 _synthesis [23] and APOEB, the teleost homolog to apoE, was found to be strongly up-regulated. 

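The probe of the ApoE homolog (apoeb, Ssa#S30280814) had a log2FC of 0.51 in IC vs. TTAIC (SE 0.16, adjusted p = 0.0582 from limma), close to the threshold of 0.5, and was higher in 3 of 3 pairs of arrays. It lost its call in 3 of the 15 cases with an array left out, where its log2FC ranged from 0.32 to 0.67. The log2FC of KLF11 ranged from 0.88 to 1.18 and kept its call in each case. When p-values were adjusted within the contrast, the adjusted p was 0.349 for KLF11 and 0.966 for apoeb.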

PGE_2 _is an important mediator of inflammation and has been previously reported to be down-regulated in response to TTA treatment [12,24]. ApoE secreted by macrophages participates in the regulation of cholesterol efflux, reducing the cholesterol-ester accumulation in macrophages attached to the arterial wall [25]. In addition, ApoE in macrophages has been reported to act as suppressor of pro-inflammatory signals and vice versa [26], and is reported to respond to PPAR-*γ *agonists in macrophages [27]. Hence, these results suggest that TTA induces lipid metabolism and also affects lipid mediators of inflammation in poly(I:C) elicited macrophages.

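The interaction term, which compares the TTA effect with and without poly(I:C), was -0.17 for ANGPTL4 (SE 0.23), 0.08 for PLIN2 (SE 0.24), 0.17 for ACADM (SE 0.16), -0.34 for KLF11 (SE 0.29) and -0.86 for the Cpt1a probe Ssa#S35514366 (SE 0.31, unadjusted p = 0.0161), with an adjusted p of 1 for each in limma. These adjusted p-values do not show that the effects with and without poly(I:C) were equal. From the probes of cluster.2, the paper picks out genes of fatty acid oxidation, lipid droplets and phospholipid synthesis, and adds the reported roles of KLF11 as an inhibitor of PGE2 synthesis and of ApoE as a suppressor of pro-inflammatory signals. From these roles the paper proposes that TTA induces lipid metabolism and acts on lipid mediators of inflammation in poly(I:C) elicited cells.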

The genes in cluster.1 and cluster.3, down-regulated for the *IC vs. TTAIC *contrast, contained several genes with reported functions in immune modulation. 

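Nattectin (NATTE) is represented by a pair of probes. Ssa#TC102149 stood at 6.34 ± 0.43 (SD, n = 4) on the log2 scale with control medium, 8.48 ± 0.71 (SD, n = 3) with poly(I:C) and 7.63 ± 0.28 (SD, n = 4) with TTA and poly(I:C). Its log2FC was 2.29 in IC vs. CTR (SE 0.18, adjusted p = 9.12e-07 from limma) and -0.999 in IC vs. TTAIC (SE 0.18, adjusted p = 0.00127). Ssa#S18843083 rose in IC vs. CTR as well (adjusted p = 2.07e-06) and had a log2FC of -1.11 in IC vs. TTAIC (SE 0.32, adjusted p = 0.0308). Lysozyme g (LYG, Ssa#GRASP209733391) rose from 10.46 ± 0.15 (SD, n = 4) to 12.75 ± 0.21 (SD, n = 3) with poly(I:C) and reached 11.96 ± 0.70 (SD, n = 4) when TTA was added, a log2FC of -0.75 (SE 0.28, adjusted p = 0.0996). The probes were lower in 3 of 3 pairs of arrays and kept their calls with normalization before the filter on spots. With each array left out in turn, LYG lost its call in IC vs. TTAIC in 5 of 15 cases and NATTE (Ssa#S18843083) in 1, and the log2FC of LYG ranged from -1.002 to -0.55.

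**Figure D3:**
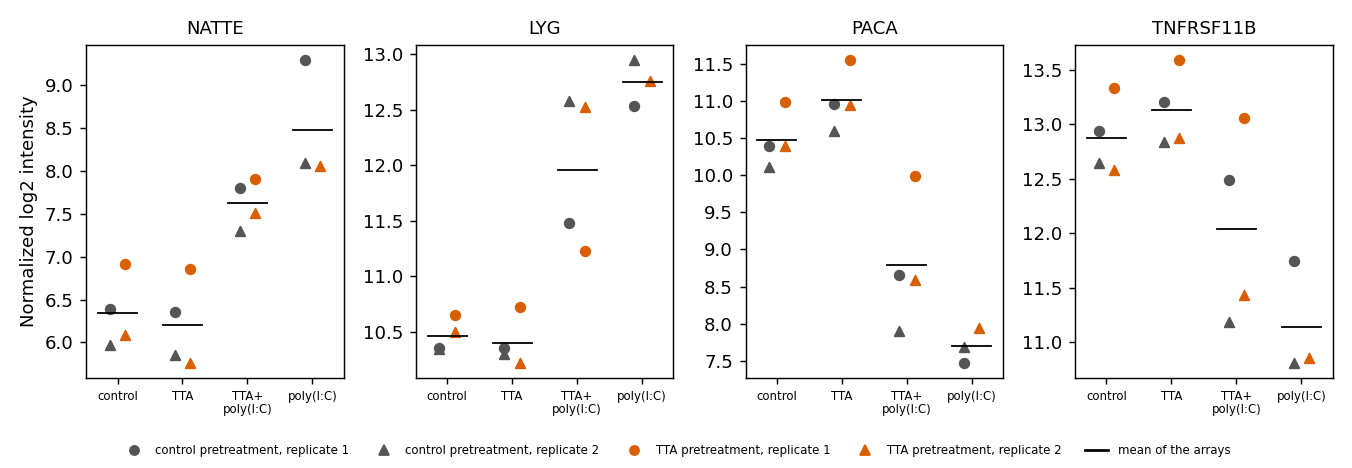
Normalized log2 intensity of NATTE (Ssa#TC102149), LYG, PACA and TNFRSF11B on each array, by treatment. Each point is 1 array, with the pretreatment by color and the replicate by shape, and lines are means. The 4 arrays with TTA and poly(I:C) are lower than the 3 with poly(I:C) for NATTE, while LYG, PACA and TNFRSF11B overlap or differ between the replicates.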

The genes encoding Nattectin (NATTE) and Lysozyme G (LYG) both showed a strong increase in transcription in response to poly(I:C), which was attenuated when TTA was added. Nattectin has been identified as C-type lectin in fish [28]. C-type lectins function as pattern recognition receptors, recognizing pathogens and may subsequently opsonize them for phagocytosis. C-type lectins are induced following infection with bacterial [29] and viral [30] pathogens in fish, hence, suggesting host defense properties. Lysozyme is primarily associated with the defense against bacterial pathogens through hydrolyzing *β*1,4 glycoside bounds of peptidoglucans in the bacterial cell wall [31]. Expression of the anti-inflammatory marker *Pituitary adenylate cyclase-activating polypeptide *(*PACA*) [32], was strongly decreased in the *IC vs. CTR *contrast, but showed increased expression in the *IC vs. TTAIC *contrast. 

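The PACA probe (Ssa#GRASP209153487) fell from 10.47 ± 0.37 (SD, n = 4) with control medium to 7.70 ± 0.23 (SD, n = 3) with poly(I:C), a log2FC of -2.58 (SE 0.23, adjusted p = 3.72e-06 from limma) that was lower in 3 of 3 pairs of arrays. With TTA and poly(I:C) it was at 8.79 ± 0.88 (SD, n = 4), a log2FC of 0.89 over poly(I:C) alone (SE 0.23, adjusted p = 0.0164), higher in 3 of 3 pairs. With each array left out the latter value stayed between 0.64 and 1.08, and the adjusted p taken within the contrast was 0.943.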

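Osteoprotegerin (TNFRSF11B, Ssa#DY695499) had a log2 intensity of 12.87 ± 0.35 (SD, n = 4) with control medium, 11.13 ± 0.53 (SD, n = 3) with poly(I:C) and 12.04 ± 0.89 (SD, n = 4) with TTA and poly(I:C). The log2FC was -1.56 in IC vs. CTR (SE 0.21, adjusted p = 0.000147 from limma) and 0.73 in IC vs. TTAIC (SE 0.21, adjusted p = 0.032), in the same direction in 3 of 3 pairs of arrays.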

A similar pattern was observed for Os-teoprotegerin (*TNFRSF11B*). Osteoprotegerin is a member of the tumor necrosis receptor superfamily. Initially Osteoprotegrin was characterized for its ability to suppress osteoclast formation [33]. However Osteoprotegrin has also been reported to have a role in controlling inflammation. Exposure of mammalian endothelial cells to inflammatory cytokines has been reported to increase Osteoprotegrin expression, which in turn promotes leucocyte adhesion *in vitro *and *in vivo *[34].

### Transcriptional effects in TTA vs. CTR

49 probes were DE in response to treatment with TTA (Figure 1, Figure 2). From these 49 probes we found 27 to be up- and 22 probes to be down-regulated. 

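The even division of the 57 DE probes into 28 higher and 29 lower depended on the normalization. It became 36 higher and 15 lower with normalization before the filter on spots, and 35 higher and 21 lower with 75th percentile scaling, while 40 and 46 of the 57 probes remained DE in the same direction. The 7 probes left after adjustment within the contrast were all higher. In 100 simulated data sets with a poly(I:C) effect and no effect of TTA, the joint adjustment called a median of 123 probes in this contrast (range 97 to 152). In the data 227 of 12495 probes had an unadjusted p under 0.05 from limma, fewer than this threshold gives on average by chance. The simulated noise was independent between probes and arrays, so the simulated number cannot be read as the chance calls on these arrays.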

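An absolute log2FC of at least 1 was found for 7 higher probes and 1 lower probe in TTA vs. CTR. The higher probes were SLC6A13 (Ssa#GRASP209154143, measured on 14 arrays), ANGPTL4, KLF11, Ssa#KSS1836, Cpt1a (Ssa#S35514366), PLIN2 and a second probe of the GABA transporter, Slc6a13 (Ssa#S35699847), with log2FCs between 1.08 and 1.94. The lower probe was DHRS3. Among probes measured on all 15 arrays the next largest fall of a DE probe was that of Ssa#S18892334, with a log2FC of -0.83 (SE 0.26, adjusted p = 0.047 from limma). Ssa#KSS1836 has no label in Table 4, Fig. 2 or Fig. 3, and it is named here after its values were seen.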

The transcriptional changes in general were modest, with 6 probes showing an absolute log_2_FC ≥ 1 (Table 3). As shown in Figure 1 (and indicated in the dendrogram of Figure 2) the overlap to the previously described *IC vs. TTAIC *contrast was 37%, demonstrating that TTA affects a slightly different subsets of genes when applied alone to ASK cells.

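The overlap of 19 probes was 33.3% of the probes DE in TTA vs. CTR. Whether the effect of TTA differed between cells with and without poly(I:C) was tested directly, as TTA and poly(I:C) minus poly(I:C) less TTA minus control. In limma 0 of 12495 probes were DE by this difference, the smallest adjusted p was 1, and 81 probes (0.648%) had an unadjusted p under 0.05. This share is lower than the threshold gives on average by chance. The test was thus too strict on these arrays for the 0 calls to show that the effect of TTA was equal in both. Among the named probes the smallest unadjusted p of this difference was 0.0029, for NATTE (Ssa#TC102149), with a value of -0.87.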

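Among the probes labelled ACADM, Acadm, ANGPTL4, Cpt1a, HADHA, HADHB, Hadh and PLIN2, all were DE and higher in TTA vs. CTR except Hadh (log2FC 0.33), a HADHA probe (Ssa#DW567199, log2FC 0.47) and a Cpt1a probe (Ssa#DY740972, log2FC -0.08). All but the last named were higher in 4 of 4 pairs of arrays with equal pretreatment and replicate.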

Treatment with TTA generally increased the expression of genes involved in lipid metabolism. The gene showing the highest log_2_FC in this contrast was *Angiopoetin-related protein 4 *(*ANGPTL4*). 

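ANGPTL4 had a log2 intensity of 12.17 ± 0.14 (SD, n = 4) with TTA and 10.28 ± 0.45 (SD, n = 4) with control medium. The log2FC was 1.89 (SE 0.15, adjusted p = 1.7e-06 from limma), the largest of the probes measured on all 15 arrays, and 0.00021 was the adjusted p within the contrast. SLC6A13, with 14 arrays, had a log2FC of 1.94 (SE 0.23, adjusted p = 7.8e-05). With each array left out, the log2FC of ANGPTL4 was between 1.76 and 2.00.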

Further we found a couple of genes encoding crucial enzymes for mitochondrial *β*-oxidation. We found *carnitine palmitoyltransferase 1A *(*Cpt1a*), the acyl-CoA dehydrogenase (*ACADM *) and mitochondrial trifunctional enzyme (*HADHB*) to be up-regulated. Also we observed increased expression of the gene encoding the lipid particle associated protein PLIN2 and short-chain dehydrogenase/reductase DHRS3. Thus, indicating increased lipid metabolism in ASK cells following TTA treatment.

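One Cpt1a probe (Ssa#S35514366) had a log2FC of 1.31 (SE 0.21, adjusted p = 0.000676 from limma), whereas the other (Ssa#DY740972) was higher in 2 of 4 pairs of arrays and not DE (adjusted p = 0.819). ACADM rose from 11.24 ± 0.22 (SD, n = 4) to 11.76 ± 0.08 (SD, n = 4), a log2FC of 0.53 (SE 0.11, adjusted p = 0.00414), and its second probe Acadm had a log2FC of 0.64 (SE 0.10, adjusted p = 0.000686). HADHB (Ssa#GRASP223647757) had a log2FC of 0.55 (SE 0.20, adjusted p = 0.1). It lost its call in 2 of the 15 cases with an array left out, where its log2FC went down to 0.27. ACADM also lost its call in 2 of these cases, while Acadm and the Cpt1a probe Ssa#S35514366 kept theirs in each case.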

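PLIN2 was at 12.51 ± 0.21 (SD, n = 4) with TTA and 11.26 ± 0.32 (SD, n = 4) with control medium, a log2FC of 1.25 (SE 0.16, adjusted p = 0.000116 from limma), and it was higher in 4 of 4 pairs of arrays. The DHRS3 probe (Ssa#GRASP223648617) was at 10.12 ± 0.47 (SD, n = 4) with TTA and 11.45 ± 0.33 (SD, n = 4) with control medium. Its log2FC was -1.33 (SE 0.32, adjusted p = 0.0122), lower in 4 of 4 pairs, and with each array left out it stayed between -1.54 and -1.11.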

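Of the genes the paper names in TTA vs. CTR, ANGPTL4, KLF11, PLIN2, Acadm and 1 Cpt1a probe stayed DE when p-values were adjusted within this contrast. ACADM, HADHB and the second HADHA probe (Ssa#S31963853, log2FC 0.54) did not, with adjusted p-values of 0.39, 1 and 0.164. Each of the probes named in this paragraph was DE with normalization before the filter on spots.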

We observed TTA regulation of a number of genes associated to anti-inflammatory effects. 

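KLF11 had a log2 intensity of 7.33 ± 0.25 (SD, n = 4) in TTA treated cells and 5.94 ± 0.35 (SD, n = 4) with control medium. The log2FC of 1.39 (SE 0.20, adjusted p = 0.000221 from limma) was higher in 4 of 4 pairs of arrays.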

The second highest ranking gene up-regulated was the PGE_2 _inhibitor *KLF11 *[23]. Moreover we observed attenuated transcription of *Grannulins *(*GRN *)/*progrannulin *and the neuropeptide *pituitary adenylate cyclase-activating polypeptide *(*PACA*). Both genes are reported to exhibit anti-inflammatory effects. 

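The GRN probe (Ssa#GRASP223648327) was at 9.65 ± 0.40 (SD, n = 4) with TTA and 10.17 ± 0.30 (SD, n = 4) with control medium, a log2FC of -0.52 (SE 0.12, adjusted p = 0.00986 from limma). It was lower in 4 of 4 pairs of arrays, but fell just short of the threshold on the log2FC, at -0.49, with normalization before the filter on spots, and in 3 of the 15 cases with an array left out. The PACA probe was at 11.02 ± 0.40 (SD, n = 4) with TTA, a log2FC of 0.55 over the control (SE 0.21, adjusted p = 0.112), higher in 4 of 4 pairs. It lost its call in 5 of the 15 cases with an array left out.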

Macrophages isolated from mice deficient for the *Grannulin *gene showed higher transcription levels of pro-inflammatory cytokines [35], indicating an anti-inflammatory role for progrannulin. PACA has been identified to exert anti-inflammatory effects [32]. Increased expression of the matrix metalloproteinases *MMP3*, *MMP13 *and *chemokine ligand 2 *(*CXCL2*) was found in TTA treated ASK cells. 

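The log2FCs in TTA vs. CTR were 0.95 for CXCL2 (Ssa#GRASP209731275, SE 0.29, adjusted p = 0.0409 from limma), 0.65 for MMP3 (Ssa#AJ424540, SE 0.25, adjusted p = 0.115) and 0.63 for MMP13 (Ssa#GRASP209156091, SE 0.26, adjusted p = 0.149). Each was higher in 4 of 4 pairs of arrays and DE with normalization before the filter on spots. The adjusted p of MMP13 lay at the threshold of 0.15, and MMP13 lost its call in 11 and MMP3 in 5 of the 15 cases with an array left out. Adjusted within the contrast, the p-values of all 3 were 1.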

Matrix metalloproteinases (MMPs) possess pleiotropic functions such as acting as matrix degrading enzymes, immunomodulary functions and have been suggested to be required for the migration of inflammatory cells [36]. CXCL2 has been implicated to act as chemotactic or activating factor for monocytes [37] and was further found to be highly induced by poly(I:C) treatment. Thus suggesting an increased potential for cell migration induced by TTA.

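The CXCL2 probe was at 5.06 ± 0.56 (SD, n = 4) on the log2 scale with control medium, 6.01 ± 0.44 (SD, n = 4) with TTA, 9.12 ± 0.72 (SD, n = 3) with poly(I:C) and 9.70 ± 0.76 (SD, n = 4) with TTA and poly(I:C). In IC vs. CTR its log2FC was 4.25 (SE 0.31, adjusted p = 6.52e-07 from limma), which ranked at number 76 among the rises in that contrast.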

Further, *megakaryocyte-associated tyrosine kinase *(*MATK *) and the transcription factor *AP-1 *(*JUN *) proofed to be down-regulated. 

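JUN (Ssa#GRASP209154675) fell from 8.85 ± 0.29 (SD, n = 4) to 8.24 ± 0.35 (SD, n = 4), a log2FC of -0.62 (SE 0.18, adjusted p = 0.0392 from limma). MATK (Ssa#KSS3516) had a log2FC of -0.52 (SE 0.21, adjusted p = 0.14). Both were lower in 4 of 4 pairs of arrays. MATK, near both thresholds, lost its call in 12 of the 15 cases with an array left out, and its log2FC was -0.40 with normalization before the filter on spots, so that it was no longer DE.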

MATK is a nonreceptor tyrosine kinase that negatively regulates the activity of the Src family protein kinases - key regulators in signal transduction. A study showed higher levels of interferon-*γ *in MATK K.O mice challenged with antigens, thus suggesting a function for MATK in the immunological response [38]. JUN is an important transcription factor responding to cytokines and stress and has been reported to be up-regulated in response to viral challenges in Atlantic salmon [39,40]. Further we found a decreased expression of *NPTX2*, a member of the pentraxin superfamily that are known to act as pattern recognition receptors and can facilitate pathogen recognition and removal [15].

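NPTX2 (Ssa#STIR43208) was at 4.16 ± 0.51 (SD, n = 4) on the log2 scale with TTA and 4.78 ± 0.56 (SD, n = 4) with control medium. Its log2FC of -0.62 (SE 0.22, adjusted p = 0.084 from limma) was lower in 4 of 4 pairs of arrays. It became -0.26, and not DE, with normalization before the filter on spots. NPTX2 lost its call in 4 of the 15 cases with an array left out.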

### Transcriptional effects in preTTA vs. CTR

In the two experiments showing lower mortality in Atlantic salmon fed with TTA upon natural (viral) disease outbreak, the TTA feeding period ended before the onset of disease related mortality [10,13]. So we speculated that TTA might have long-term effects on the immunity in Atlantic salmon. To identify these effects we included the factor pretreatment in the experimental design. We found that pretreatment with TTA caused DE of 121 probes, which with the exception of two probes, all showed increased transcription (Table 3). 

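The 159 DE probes, 97.5% of them higher, stood in a contrast whose log2FCs were shifted as a whole. The median log2FC of all present probes was 0.15. On each array the median normalized log2 intensity of the present probes followed the number of probes kept before normalization, with Pearson's r = 0.993 and Spearman's rho = 0.993 over 15 arrays (permutation p = 1e-05 each, the smallest that 100000 permutations can give, adjusted p = 4e-05 over 4 relations, r = 0.971 without the 2 arrays farthest from the median). Within replicate 1 r was 0.996 (n = 7, exact permutation p = 2e-04) and within replicate 2 it was 0.998 (n = 8, exact permutation p = 2e-05). This relation is largely built in by the order of steps, which brings the kept probes of all arrays to 1 distribution. The permutation p-values are therefore no separate evidence. The arrays with the most probes kept were those of TTA pretreatment in replicate 1 followed by TTA (14940) and by control medium (14651). With normalization before the filter on spots, an order tried after seeing the data, the median log2FC was 0.01 and the relation with the number of probes kept was r = -0.569 (permutation p = 0.03) with rho = -0.742. In that order 80 probes were DE, 40 higher and 40 lower, and 41 of the 159 remained DE in the same direction. With 75th percentile scaling the median was also 0.01 and 31 probes were higher and 37 lower. Fitted per replicate on the values normalized over all 15 arrays, 1602 probes were higher and 6 lower in replicate 1, and 50 higher and 85 lower in replicate 2. Without the array of TTA pretreatment and control medium in replicate 1 the count fell to 102, and without that of TTA pretreatment and TTA in replicate 2 it rose to 346. Among probes measured on all 15 arrays, the 2 largest rises in this contrast were those of the probe labelled hsp70 (Ssa#KSS3816), with a log2FC of 1.32 (SE 0.30, adjusted p = 0.00852 from limma), and Ssa#KSS793 with 1.22 (SE 0.29, adjusted p = 0.0113), and the 2 largest falls those of TTYH3 (Ssa#DW536317) with -0.54 and Ssa#KSS2263 with -0.50 (SE 0.20, adjusted p = 0.14). The hsp70 probe differed most between the pretreatments where poly(I:C) was given, at 12.77 after TTA and 9.88 after control pretreatment with TTA and poly(I:C) (n = 2 each), compared with 8.65 and 7.91 in control medium (n = 2 each).

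**Figure D4:**
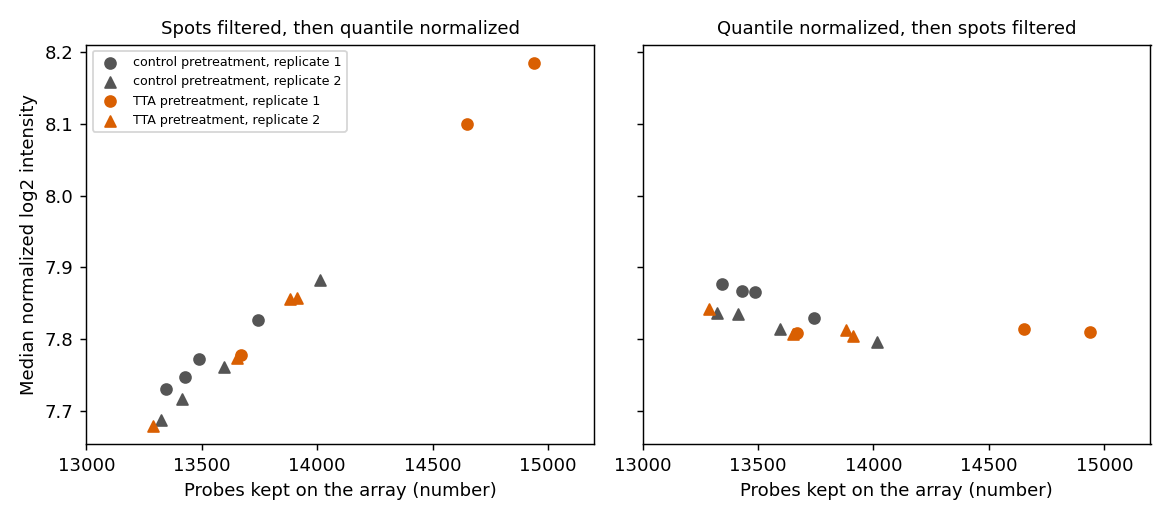
Median normalized log2 intensity of the present probes on each array against the number of probes kept on it, with spots filtered before quantile normalization (left) and after it (right). Each point is 1 of 15 arrays, with the pretreatment by color and the replicate by shape. On the left the medians rise from 7.68 to 8.18 with the number kept; on the right they lie between 7.80 and 7.88.

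**Figure D5:**
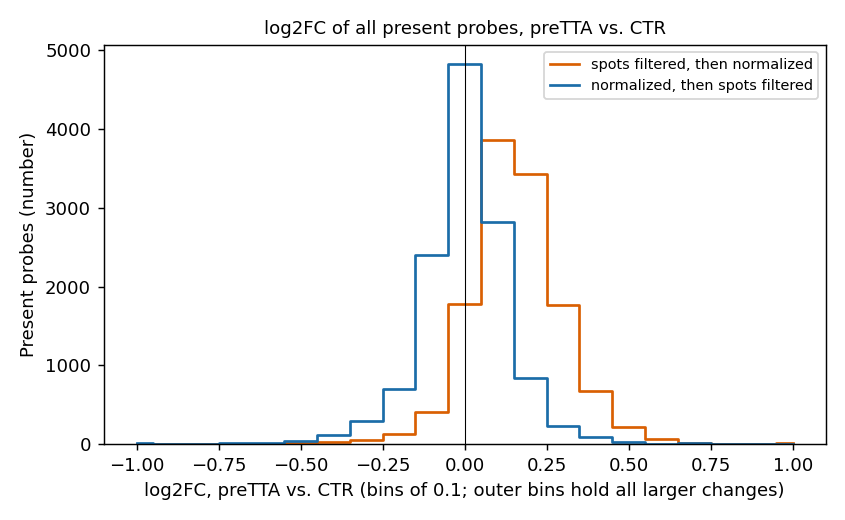
Number of present probes by log2FC in preTTA vs. CTR, in bins of 0.1, for both orders of filtering and normalization. The distribution is centered at a median of 0.15 when spots are filtered first and at 0.01 when arrays are normalized first.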

The list of DE probes showed relatively little overlap with the two previously described TTA contrasts (7% and 9% to the contrasts *IC vs. TTAIC *and *TTA vs. CTR *respectively, Figure 2). Hence, suggesting that TTA pretreatment affects a different subset of genes. However, 38 of the probes in this contrast were also DE in the contrast *IC vs. CTR *(Figure 1). It should be noted that, similar to the effects observed in *IC vs. TTAIC*, the gene regulation in response to TTA pretreatment was mostly antagonistic to the effect found in *IC vs. CTR *(Figure 3).

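Of the 159 probes, 5.03% were also DE in IC vs. TTAIC and 6.92% in TTA vs. CTR. All probes shared with IC vs. TTAIC had the same sign in both contrasts, and 9 of the 11 shared with TTA vs. CTR did.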

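PreTTA vs. CTR and IC vs. CTR had 48 DE probes in common here, 30.2% of the probes DE in preTTA vs. CTR. In 100 simulated data sets with a poly(I:C) effect and no effect of TTA, a median of 15 probes was shared (range 6 to 29). These data sets held no shift between arrays and gave a median of 38 DE probes in preTTA vs. CTR, against 159 in the data. The longer list alone may thus account for the larger overlap. The overlap was 21 probes with normalization before the filter on spots.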

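Of the 48 shared probes, 37 had opposite signs in preTTA vs. CTR and IC vs. CTR, and 11 had the same sign. In the simulations without an effect of TTA, a median of 7 shared probes had opposite signs (range 1 to 12), or 42.1% of the shared probes against 77.1% in the data. The counts of 37 and 7 likewise come from lists of unlike length. Since nearly all probes of preTTA vs. CTR were higher, an opposite sign means in most cases a probe lowered by poly(I:C). With normalization before the filter on spots 14 of 21 shared probes (66.7%) had opposite signs. Of the 48 probes, 14 were DE in preTTA vs. CTR in both orders of processing, and 10 of these had opposite signs. Over all present probes the log2FCs of both contrasts correlated with r = -0.151, against 0.03 in the simulations (range 0.00131 to 0.0527).

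**Figure D6:**
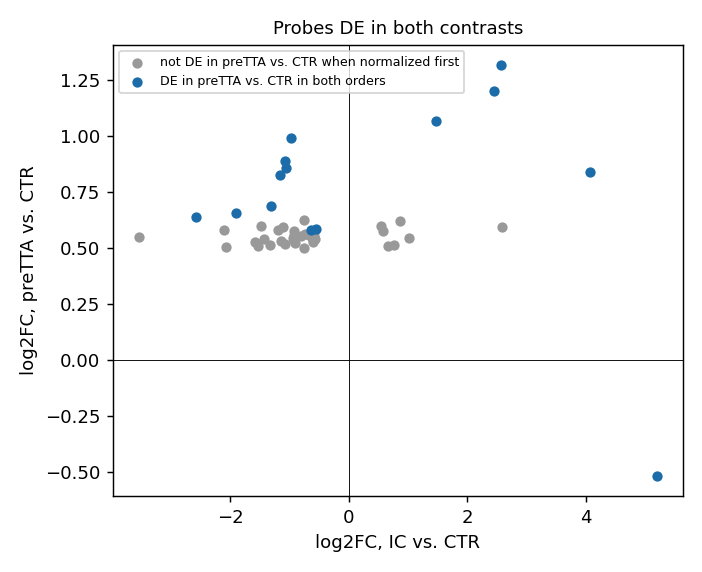
Log2FC in preTTA vs. CTR against log2FC in IC vs. CTR for the 48 probes DE in both contrasts. Each point is a probe; 14 in blue were DE in preTTA vs. CTR in both orders of filtering and normalization, and those in grey only when spots were filtered first. Points in the upper left and lower right have opposite signs, 37 in all.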

**Figure 3:**
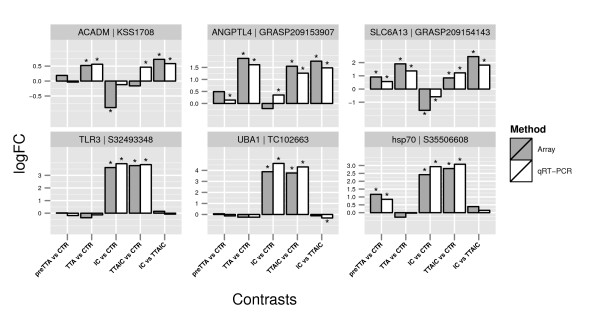
**qRT PCR verification**. Comparison of the log_2 _fold changes and the estimated significances between qRT-PCR (*n *= 4) and array (*n *= 2). Significances for the different contrasts were estimated by linear models for the array (as described in Methods) and 1-way ANOVA (Equation.1) followed by a Tukey test for qRT-PCR. Before calculating the fold changes the qRT-PCR expression values were normalized to the expression of the housekeeping gene Elongation factor 1*α *(EF1*α*). Contrasts found to be significant are marked with an asterisk. **ACDAM**: acyl-Coenzyme A dehydrogenase, medium-chain; **ANGPTL4**: Angiopoetin-like protein 4; **hsp70**: Heat shock protein 70; **SLC6A13**: Solute carrier family 6 member 13/sodium- and chloride-dependent GABA transporter 2; **TLR3**: Toll-like receptor 3; **UBA1**: ubiquitin-like modifier activating enzyme 1.

Fatty acid metabolism and anti-inflammatory gene expression were less affected by pretreatment compared to treatment with TTA. 

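The log2FCs given here for preTTA vs. CTR still hold the shift of all probes, whose median was 0.15. Each slide held 1 pretreatment of 1 replicate. The pairs of arrays counted for this contrast thus compare the same slides repeatedly, 1 against 1 in each replicate, and are not independent. ANGPTL4 had a log2FC of 0.53 (SE 0.11, adjusted p = 0.00593 from limma), with a log2 intensity of 11.51 ± 0.81 (SD, n = 7) after TTA pretreatment and 10.84 ± 1.12 (SD, n = 8) after control pretreatment over the 4 treatments. It was higher in 7 of 7 pairs of arrays, and was 0.44 and not DE with normalization before the filter on spots. ANGPTL4 lost its call in this contrast in 4 of the 15 cases with an array left out. The elongase probe (ELOVL2, Ssa#DW531881) was at 5.39 ± 0.34 (SD, n = 7) and 4.87 ± 0.23 (SD, n = 8), a log2FC of 0.55 (SE 0.15, adjusted p = 0.0199) that was higher in 7 of 7 pairs. It was 0.68 and DE in the other order and 0.36 and not DE with 75th percentile scaling, and it lost its call in 2 of the 15 cases with an array left out.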

The two fat metabolism related genes *ANGPTL4 *and *elongation of very long chain fatty acids protein 2 *(*ELOV2 *) were both up-regulated. 

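The IL17D probe (Ssa#GRASP209732713), measured on 14 arrays, was at 4.59 ± 0.27 (SD, n = 6) after TTA pretreatment and 4.03 ± 0.33 (SD, n = 8) after control pretreatment. The log2FC of 0.53 (SE 0.13, adjusted p = 0.0143 from limma) was higher in 6 of 6 pairs of arrays, and was 0.27 and not DE with normalization before the filter on spots. IL17D lost its call in 3 of the 15 cases with an array left out.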

Further we observed increased transcription of *Interleukin 17 D *(*IL17D*). The IL 17 family possesses an essential role in protecting the host from infection by pathogens [41]. The anti-inflammatory gene *PACA *and the pattern recognition receptor *NPTX2*, both described in the previous contrasts showed increased gene expression. It should be noted that the gene regulation of *NPTX2 *in *preTTA vs. CTR *was opposite to that found in *TTA vs CTR*. 

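PACA was at 10.06 ± 1.34 (SD, n = 7) after TTA pretreatment and 9.23 ± 1.44 (SD, n = 8) after control pretreatment, with a log2FC of 0.64 (SE 0.15, adjusted p = 0.0118 from limma). It was higher in 7 of 7 pairs of arrays and DE, at 0.53, with normalization before the filter on spots. NPTX2 was at 4.62 ± 0.46 (SD, n = 7) and 4.16 ± 0.47 (SD, n = 8), a log2FC of 0.51 (SE 0.16, adjusted p = 0.053), higher in 7 of 7 pairs. Its log2FC was 0.40, and not DE, in the other order, and it lost its call in 7 of the 15 cases with an array left out.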

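Integrin beta 5 (Itgb5, Ssa#DY702467) had a log2FC of 0.51 (SE 0.14, adjusted p = 0.0221 from limma) and thrombospondin-4 (thbs4b, Omy#CA380143) one of 0.59 (SE 0.13, adjusted p = 0.00483). Both were higher in 7 of 7 pairs of arrays. They were 0.35 and 0.38 with normalization before the filter on spots, no longer DE, and Itgb5 lost its call in 8 of the 15 cases with an array left out.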

Two transmembrane proteins, Integrin *β *5 (ITB5) and thrombospondin-4 (thbs4b), both contributing to cell adhesion and migration showed increased transcription following pre-treatment with TTA. In addition we found increased expression of the transmembrane receptors *roundabout-1 *(*ROBO1*) and *plexin-C1 *(*PLXNC1*). Both receptors are considered to be repulsive receptors, contributing to the release of cell adhesion upon ligand activation [42,43]. These results may indicate that pretreatement with TTA supports increased cell migration in ASK cells, similar to the effects found in *TTA vs. CTR*.

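ROBO1 (Omy#CA364713) had a log2FC of 0.98 (SE 0.16, adjusted p = 0.000755 from limma), was higher in 7 of 7 pairs of arrays and stayed DE, at 0.79, with normalization before the filter on spots. These pairs come from 1 slide of each pretreatment per replicate and are not independent. PLXNC1 (Ssa#TC97463) had a log2FC of 0.56 (SE 0.16, adjusted p = 0.0326), was higher in 6 of 7 pairs and fell to 0.35, no longer DE, in the other order.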

Approximately 10% of the genes DE following TTA pre-treatment were transporters/ion channels. 

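Probes that the paper pairs with transporters or ion channels were of the following sizes. SLC6A13, by the probe of Fig. 3 measured on 14 arrays, had a log2FC of 0.89 (SE 0.17, adjusted p = 0.00263 from limma), and the glycine receptor subunit GLRB (Ssa#DY699176) one of 0.95 (SE 0.15, adjusted p = 0.000711). SLC22A15b (Omy#TC147965) and KCNQ5 (Omy#S15243837) were at 0.70 each, with adjusted p-values of 0.00234 and 0.00324. SLC13A2, ATP6AP1, SLC43A3, ATP2A1 and CLCN5 were between 0.52 and 0.60, with adjusted p-values between 0.00905 and 0.15. TTYH3 (Ssa#DW536317) was the lower probe, with a log2FC of -0.54 (SE 0.12, adjusted p = 0.00557). With normalization before the filter on spots SLC6A13, GLRB, SLC22A15b and TTYH3 remained DE, at 0.72, 0.85, 0.61 and -0.76, and the others did not, with log2FCs between 0.25 and 0.48. SLC43A3 was higher in 5 of 7 pairs of arrays and lost its call in 11 of the 15 cases with an array left out. CLCN5 lost its call in 5 of these cases, TTYH3 and ATP2A1 in 3 each, ATP6AP1 in 2 and SLC13A2 in 1. SLC6A13, GLRB, SLC22A15b and KCNQ5 kept theirs in each case.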

The genes included the GABA transporter (SLC6A13), Na^+^/dicarboxylate co-transporter (SLC13A2), SLC22A15b, SLC43A3, Cl^- ^transporter (CLCN5), v-type proton ATPase subunit s1 (ATP6AP1), ATP2A1, K-channel (KCNQ5), the neurotransmitter-gated ion channel GLRB and the Ca^2+ ^activated chloride channel TTYH3 as the only one showing down-regulation. CLCN5 and ATP6AP1 are responsible for the acidification of the endosomal lumen. Hence, the increased expression suggests a higher capacity for acidification of the endosome, which may promote phagocytosis [44].

### qRT-PCR

To validate the microarray results, six genes were randomly chosen from the list of DE genes for all contrasts. 

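Only the array side of this comparison was analysed here. TLR3 (Omy#S32493348) and UBA1 (Ssa#TC102663) responded to poly(I:C), with log2FCs of 3.71 (SE 0.29, adjusted p = 1.09e-06 from limma) and 3.97 (SE 0.21, adjusted p = 2.78e-08) in IC vs. CTR. TLR3 was at 3.81 in TTAIC vs. CTR, where UBA1 was DE as well, and in the 3 TTA related contrasts neither was DE. The HSP70 probe of Table 4 (Ssa#S35506608) rose by 2.46 (SE 0.48) in IC vs. CTR, 2.82 (SE 0.44) in TTAIC vs. CTR and 1.20 (SE 0.32) in preTTA vs. CTR. The last value averages over treatments that differed. After TTA and control pretreatment the probe was at 15.76 and 12.97 with TTA and poly(I:C) (n = 2 each) and 14.93 (n = 1) and 13.29 (n = 2) with poly(I:C), but at 11.73 and 11.36 in control medium and 11.37 and 11.16 with TTA (n = 2 each). The interaction of pretreatment and treatment was not called for this probe in limma. It had a log2FC of -0.28 in TTA vs. CTR and 0.36 in IC vs. TTAIC and was DE in neither. SLC6A13 was DE in all 5 contrasts, with a log2FC of -1.07 (SE 0.30) in IC vs. CTR, where 2 of 3 poly(I:C) arrays measured it, and 0.88 (SE 0.23) in TTAIC vs. CTR. ACADM was at -0.84 (SE 0.12) in IC vs. CTR and -0.15 in TTAIC vs. CTR, and ANGPTL4 at -0.16 and 1.57 (SE 0.15). The SLC6A13 values are those of Ssa#GRASP209154143, the probe of Fig. 3. Table 4 pairs the gene with Ssa#GRASP209147493, which had log2FCs of 0.52 (adjusted p = 0.0921) in preTTA vs. CTR, -1.08 (adjusted p = 0.0165) in IC vs. CTR and -1.09 (adjusted p = 0.00922) in TTAIC vs. CTR, each DE, and was not DE in TTA vs. CTR (-0.14) or IC vs. TTAIC (below 0.01 in size).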

The genes were analyzed by qRT-PCR (Figure 4). In four cases we were able to detect significance by qRT-PCR, but not by array. However, in these cases the log_2_FC proofed to be lower than the cut-off of 0.5, that we used to identify significant genes in the array experiment. In one case we detected significance by array, but could not confirm this by qRT-PCR. Overall the results indicate that the parameters chosen to account for multiple hypothesis testing were appropriate. The results of the log_2_FCs for qRT-PCR matched those obtained by array. When comparing the log_2_FCs obtained for all genes and contrasts between qRT-PCR and array we found a highly significant correlation (pearson correlation of r = 0.96, p = 2.2e^-16 ^and an R^2 ^= 0.92).

**Figure 4:**
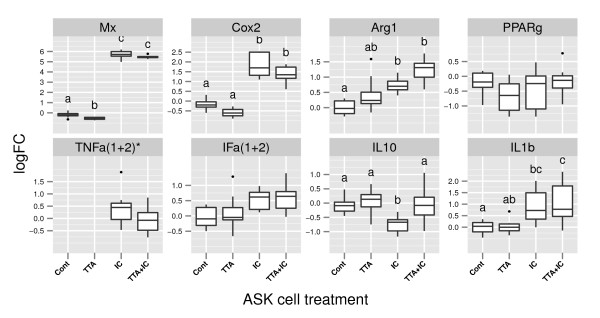
**qRT-PCR**. Box plots showing log_2 _gene expression relative to the mean expression of the samples that received control pretreatment and control treatment. Gene expression was normalized to the expression of the housekeeping gene EF1*α*. Significance was assessed using 1-way ANOVA (Equation.1). None of the tested genes was significant affected by TTA pretreatment. Different letters between the box plots indicate significant difference between the treatments, as determined by Tukey test (p-value ≤ 0.05, n = 4). **Mx**: myxovirus resistance 1; **Cox2**: Cyclooxygease 2; **Arg1**: Arginase 1; **PPARg**: peroxysome proliferator-activated receptor *γ *; **TNFa**: Tumor necrosis factor *α *(1+2); **IFa1+2**: Interferon *α *(1+2); **IL10**: Interleukin 10; **IL1b**: Interleukin 1β* Reliable gene expression could be only measured for samples that received poly IC treatment. Expression for TNF*α *is displayed relative to the samples that received control pretreatment and TTA + poly(I:C) treatment.

To further study immune modulatory effects of TTA in ASK cells, we used qRT-PCR to measure the expression of selected genes previously reported to respond directly to TTA or other PPAR agonists (*Cox2*, *IL10*, *PPARγ*, *TNFα*, *Arg1*) and/or are important mediators of inflammation (*IL1β*, *IFα(1+2)*, *Mx*) (Figure 4). None of the analyzed genes was found to respond significantly to the effect of pretreatment with TTA. Several genes, however, responded significantly to the four different treatments.

For *Interleukin 10 *(*IL10*), which is generally considered to have anti-inflammatory properties, we found significant lower expression in the group that received poly(I:C), compared to all other treatment groups. The two pro-inflammatory cytokines TNF*α *and Interferon *α *showed no DE in response to the different treatments. It should be noted that the expression of *TNFα *could only be detected in poly(I:C) elicited samples and that concordant application of TTA and poly(I:C) reduced the mean expression by 50%. PPAR*γ *showed no altered expression in response to the different treatments. *Arginase 1 *was significantly higher expressed in all samples that received poly(I:C) treatment, additionally we observed that TTA also increased the *Arginase 1 *expression. The mean expression of the samples receiving TTA and poly(I:C) was 67% higher compared to the poly(I:C) samples. Even though not statistical significant, we observed a reduction in the expression of *COX2 *upon TTA treatment. Interleukin 1*β *is considered to be pro-inflammatory. We found a significant increase in transcription upon poly(I:C) elicitation, while concordant treatment with TTA and poly(I:C) elevated the mean expression (not significant). Mx is considered to be an antiviral protein [45], TTA treatment caused a significant reduction of *Mx *gene expression. Treatment with poly(I:C) increased the expression strongly.

## Discussion

In the present study we characterized the transcriptional responses to the PPAR activator TTA in the Atlantic salmon macrophage-like ASK cell line. Considering the strong effects documented for various PPAR agonists in different tissues like intestine or fat tissue (reviewed [46]) we found relatively few genes responding with altered transcription to TTA treatment. However, based on the results of the Microarray and qRT-PCR analysis TTA was found to stimulate the capacity for fat metabolism and have anti-inflammtory effects in the ASK cell line.

The innate immune response recognizes invading pathogens by pattern recognition receptors (PRR) through recognition of pathogen-associated molecular patterns. Toll-like receptors are a family of PRRs where each receptor displays specificity for it's lig-and [47]. Viral pathogens produce double stranded (ds) RNA during one part of their reproduction cycle. DsRNA is recognized by TLR3, triggering the production and release of pro-inflammatory cytokines [48]. The results from our microarray study showed that indeed a high number of genes were DE in poly(I:C) elicited macrophages. By comparing the group that received concordant treatment with TTA and poly(I:C) against the group that received poly(I:C) alone we identified a subset of genes showing antagonistic regulation. Several of these genes were sparsely characterized in the literature, especially in relation to immune function. However, the fact that we found those genes to be induced by poly(I:C) suggests a function in the Atlantic salmon immune response. Indicating that application of TTA to Atlantic salmon ASK cells has immune modulatory properties.

Expression of anti-inflammatory markers by macrophages is a hallmark for the alternative activated state. Anti-inflammatory effects of TTA have been mainly ascribed to increased expression of anti-inflammatory IL10. Indeed, we found a significant 98% increased transcription of *IL10*. Hence, indicating that TTA increases expression of *IL10 *in poly(I:C) activated macrophages, similar to the effects reported from human PBMCs stimulated with TTA [49,50].

Further we identified the PGE_2 _inhibitor *KLF11 *[23] as up-regulated in response to TTA. PGE_2 _is a mediator of inflammation, produced from PGH_2 _which is mainly produced by COX2. We observed that in poly(I:C) elicited ASK cells, TTA caused a mean reduction of 24% in *COX2 *gene expression. Arguably, these results indicate that TTA attenuates the capacity for production of pro-inflammatory PGE_2_, as it has been shown in primary macrophages from TTA fed fish reared at 5°C, but not for those kept at 12°C [12].

Arg1 competes with iNOS, an enzyme controlling the production of Nitric oxide for it's substrate. *Arg1 *is considered to be a key marker for alternative activated macrophages [51]. Recent studies in mice have shown that the expression of *Arg1 *in alternative activated macrophages is essential for suppressing inflammation [52]. Thus, our observation that TTA increased the expression of *Arg1 *by 67%, supports anti-inflammatory effects of TTA, and is also in accordance with a described regulation of *Arg1 *expression by PPAR-*γ *and *β*/*δ *[51]. Studies conducted on murine macrophages have shown that an up-regulation in fatty acid oxidation is crucial to direct them towards an alternative activated state [53]. In agreement with this we found that TTA induced the expression of genes that are related to lipid metabolism in ASK cells. Namely we identified increased expression of *Angiopoetin-like protein 4 *(*ANGPTL4*), *carnitine palmitoyltransferase 1 *(*Cpt1a*), *acyl-CoA dehydrogenase *(*Acdam*), *enoyl-Coenzyme A hydratase *(*HADH*) and the lipid droplet associated protein PLIN2. These effects of TTA are also consistent with reports of increased fatty acid oxidation upon TTA treatment [6,8] and also with effects associated to PPAR activation [5]. Taken together, the results provided by this study indicate that TTA directs the macrophage-like ASK cells towards an anti-inflammational, alternative activated state. Studies conducted in mice have reported that macrophages in the alternative activated state, via macrophage-parenchymal cell crosstalk, affect fat catabolism in liver and adipose tissues [54,55]. This effect was especially found to be important in animals under high-fat diet. Thus, we may speculate that TTA directed macrophage activation in Atlantic salmon fed high fat diets could contribute to an improved metabolic and inflammatory state.

Many studies have shown that the immune response is necessary in order to evict an invading pathogen, however, an excessive inflammatory response can cause unintended tissue damage, finally causing mortality [56]. Studies challenging Atlantic salmon with the viral pathogen ISAV (infectious salmon anemia virus) have shown that survival is not related to a strong innate inflammatory response, but rather to an attenuated innate and a stronger cell-mediated immune response [40]. Hence, it appears possible that the reduced mortality as reported from TTA fed Atlantic salmons during natural disease outbreaks [10,13] may partly result from anti-inflammatory effects of TTA.

TTA has been reported to act as an agonist for all PPAR subtypes *in vitro *[3,4], and it is assumed that most physiological effects of TTA are mediated via activation of PPARs. In our experiment we found neither significant transcriptional regulation of *PPAR-α*, *β*/*δ *(represented on the Array, data not shown) nor *PPAR-γ*, (Figure 4). However, the fact that a large proportion of the genes identified in our study have been reported to be regulated by PPARs and that the list of DE genes shows considerable overlap with the results from PPAR stimulated murine macrophages K.O for PPAR-*γ *or *β*/*δ *[57] support our assumption that the ASK polarization towards an alternative activated state may be induced via activation of PPAR-*γ *and *β*/*δ *by TTA.

## Conclusions

The results presented in this study suggests that TTA directs the macrophage-like cells towards an alternative activated state which is indicated by a stimulated lipid metabolism and attenuated inflammatory response. Further the pattern of TTA regulated genes indicate that the stimulation occurs via PPAR activation. The effects confirm a function of TTA in Atlantic salmon macrophages similar to those documented in mammals. These findings supports that TTA modulates the immune system of Atlantic salmon.

## Methods

### Cell Culture

The Atlantic salmon kidney cell line (ASK: ATCC: CRL-2747) [14] was cultured and propagated at 20°C according to standard cell culture procedures. Compared to mammalian cell lines, fish cell lines thrive slowly [58], so the ASK cells were studied for the respectively long period of 7 days. The cells were seeded out at day 1 in 6 well format (density 5 × 10^4 ^cells/ml). On day 2-4 the cells were pretreated with either TTA or control medium. Day 5-7: cells were treated with either Control, TTA, TTA+poly(I:C) or poly(I:C) medium.

Growth medium was L-15 (Invitrogen, MD, USA) supplemented with 10% FBS (Invitrogen), 40*μ*M *β*-Mercaptoethanol and 50*μ*g/ml Gentamycin. TTA medium was prepared by dissolving TTA (ThiaMed-ica, Norway) in 0.1 M NaOH at 80°C to a concentration of 100 mM, this stock-solution was diluted to a final concentration of 100*μ*M in growth-medium [59]. Control-medium was obtained by adding the same volume of 0.1 M NaOH as used in the TTA medium to the growth medium. Poly I:C was prepared by adding poly(I:C) (invitrogen) to a final concentration of (50 *μ*g/ml) to Control-medium. TTA+poly(I:C) medium was obtained by adding poly(I:C) to a final concentration of (50 *μ*g/ml) to the TTA-medium.

The cells were harvested on day 7 for RNA extraction. An overview of the experimental design is given in Table 1. The experiment was repeated four times with four different passages (passages 6-9) from the cells.

### RNA extraction

Total RNA was extracted using Qiazol (Qiagen, Halle, Germany) and purified from the cells using column purification (Qiagen) according to the manufacturer's instructions. Traces of genomic DNA in the samples were eliminated by on-column-DNase (Qiagen) digestion. RNA concentrations were measured for all samples using a NanoDrop 1000 Spectrophotometer. RNA quality for samples later used in the Microarray was determined using a Agilent 2100 Bioanalyzer (RNA 6000 NanoLabChip, Agilent, CA, USA). All samples had RIN values ranging from 9.6 to 10, indicating high quality of the RNA. Only individual RNA samples were used for subsequent qRT-PCR and microarray experiments.

### Quantitative RT-PCR

Single strand cDNA was reverse transcribed from 500 ng of total, DNase treated RNA using oligo dT primers and the Taq Man reverse transcription Kit (Applied Biosystems, Tx, USA). qRT-PCR was performed in 96-well optical plates on a Light-Cycler 480 (Roche, Switzerland). For the PCR reaction 2× SYBR green I master Mix (Roche), 0.41 nM of each primer and the cDNA template were mixed in a total reaction volume of 10*μ*l. Primer sequences are listed in Table 4. A three step PCR protocol with 45 cycles (15 s 95°C, 15 s 60°C, 15 s 72°C) was used. To verify specific amplification a melting curve analysis step was done at the end of the program. All samples were analyzed in duplicates and for each measured gene a standard curve was produced using a serial dilution from a pool of all cDNA samples.

**Table 4:** qRT-PCR primer sequences

**ID/Gene.Acc.Nr**.	Gene	Forward primer	Reverse primer
AF321836	EF1*α*	CACCACCGGCCATCTGATCTACAA	TCAGCAGCCTCCTTCTCGAACTTC
KSS1708	ACADM	GCCATCTCAGCCAACAGGAA	GACAAGACCAGACCGCCAGT
GRASP209147493	S6A13	CCGTATGGGGGATGATGCTAA	GGTAGTATGCTGACGACTGACACCT
S35506608	HSP70	AAGGCAAGATCAGCGAGGAG	TGCCTGATCTCCACAGCAAC
GRASP209153907	ANGL4	AGGAGATGCAGCAGGAGAGG	TTCTGAGCTTCCAGCATCCA
S32493348	TLR3	TCCAAGCCTGGTGACTCTCA	CAGGTGGAGGACTCGTTAGGG
TC102663	UBA1	GCACTGTTTCCCCTCTGACC	AGCAGTCTCGTGTTCCCACA
AF321836	TNF*α *(1+2)	GCTTGTCTCTTGTTGCCACCA	TGTGTGGGATGAGGATTTGGTT
AF088999	COX2	ACCTATGGGAACCGCAGGA	GTGAAGTGCTGGGCGAAGA
EG929369	ARG1	AGCCATGCGTATCAGCCAA	AAGGCGATCCACCTCAGTCA
AJ416951	PPAR*γ*	CATTGTCAGCCTGTCCAGAC	TTGCAGCCCTCACAGACATG
EF165028	IL10	ATGAGGCTAATGACGAGCTGGAGA	GGTGTAGAATGCCTTCGTCCAACA
AY216594+AY216595	IF*α *(1+2)	TGCAGTATGCAGAGCGTGTG	TCTCCTCCCATCTGGTCCAG
SSU66477	MX	TGATCGATAAAGTGACTGCATTCA	TGAGACGAACTCCGCTTTTCA
AY617117	IL1*β*	AGCAGGGTTCAGCAGTACAT	CTCCATAGCCTCACTCATCA

The expression levels were calculated using the standard curve method (Applied Biosystems User Bulletin 2). Expression levels were standardized to the expression of the housekeeping gene Elongation factor 1*α *(EF1*α*, [60]), and log_2_FCs were calculated relative to the average standardized sample that received control pretreatment and control treatment. Significance was tested by conducting a analysis of variance (ANOVA) test on the log_2_FCs for each gene using the model:(1)

Where *y_ijk _*is the log_2_FC of the *i^th ^*sample that received pretreatment *j *and treatment *k. P_j _*is the effect of pretreatment *j = *{*contr, TTA*}, *T_k _*is the effect of treatment *k = *{*contr, TTA, TTA+polyI:C, polyI:C*}, *μ *is a constant and *ε *is the error. A Tukey test was used subsequently to identify differences within significant effects.

### Microarray hybridization

The customized 4 × 44 K oligo (60-mer) Atlantic salmon microarrays SIQ2.0 (Agilent) [18] was used in the experiment. Unless otherwise stated all equipment and reagents were from Agilent. Amplification and labeling of 500 ng of total RNA and spike-ins for each sample was performed using the Quick Amp Labeling Kit (One-Color). After fragmentation of the Cy3 labeled cRNA, the samples were hybridized to the microarray at 65°C for 17 h. After hybridization the arrays were washed with Gene Expression wash Buffer 1 and 2 and scanned using a Agilent Microarray Scanner. All steps were conducted according to the Agilent protocol (One-Color Quick Amp Labeling, Version 5.7). Analysis of the mi-croarray images was done in Agilent Feature Extraction (Version 10.7.1.1) Software using the one-color (GE1_107_Sep09) protocoll. Array quality was assessed through Agilent control features and spike-in controls.

### Data analysis

One array did not pass the quality checks and was excluded from subsequent analysis. Normalization and analysis of the data was done in R/Bioconductor [61] using the Bioconductor package "limma" [19]. To generate the data-set, background corrected spot intensity signals (gProcessedSignal) were filtered according to the following criteria provided by Feature Extraction: gIsFound, gIsPosAndSignif, gIsWellAboveBG and ControlType (a description of the feature results can be found in the Feature Extraction Software Reference Guide). All Control spots were removed from the data set. The mean of the intensity signal for the duplicated features was calculated and the data was subsequently normalized by quantile normalization in order to adjust the scale of intensities across arrays [62]. 

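With these steps 12495 of 21012 probes, or 59.5%, were present here. The trout probes were kept less often than the salmon probes on each of the 15 arrays, 42.3 to 53.8% against 67.3 to 74.4%, and 38.2% and 63.6% of them were present.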

The data was then log_2 _transformed and probe sets showing more than two missing values were discarded from the data set, classifying 12496 (59%) probe sets as present. Processed and raw microarray data is publicly available at NCBI's GEO repository (http://www.ncbi.nlm.nih.gov/geo/, Acc.Nr: **GSE25328**). A linear model (using zero intercept parameterization) was fitted to each probe set, where *y_ijkl _*is the log_2 _intensity of the *i^th ^*sample that received pretreatment *j *and treatment *k. P_j _*is the effect of pretreatment *j *= {*contr, TTA*}, *T_k _*is the effect of treatment *k *= {*contr, TTA, TTA+polyI:C, polyI:C*}, *B_l _*is the batch effect *l *= {*1,2*}, *μ *is a constant and *ε *is the error.(2)

Subsequent to fitting the model to each probe set, a number of specific contrasts of interest (listed in Table 2) were extracted for each probe set. For a graphical representation of the samples that were compared by the contrasts see Additional file 2, Figure S1. Improved variance estimates for the contrasts were computed using empirical Bayes moderated t-statistics from the "limma" package [63]. Before accounting for multiple hypothesis testing, probe sets without annotation were removed, reducing the data set to 10627 (50%) probe sets. Multiple hypothesis testing was accounted for by controlling the false discovery rate (FDR) [64] across all probes and contrasts simultaneously (using the method: global in the decideTests function from the 'limma" package). Probes were declared significant when the *q*-value was ≤ 0.15 and the log_2_FC ≥ 0.5.

Annotations for the probes were obtained using the function topBlast from the program Blast2GO [65]. Full length cDNA sequences of the probes have been compared in a BlastX search against the Swissprot protein database using an E-value cut-off of 10^-6 ^and the default program settings. All plots were generated using the R package "ggplot2" [66] and heatmaps were produced using "lattice" [67].

## Authors' contributions

FG designed and conducted the experiment, analysed the data and drafted the manuscript. HT participated in design of the study and writing the manuscript. Both authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Table S1**. Table(.csv) of all probes. Column 1: Probe ID; columns 2-6: log_2_FCs of the corresponding gene for the 5 different contrasts *preTTA vs. CTR*, *TTA vs. CTR*, *TTAIC vs. CTR*, *IC vs. CTR *and *IC vs. TTAIC*. Column 7-9: Gene annotation, gene symbol and e-value. Column 10-14: significance of the corresponding gene for the corresponding contrast. Click here for file

Additional file 2 **Figure S1**. Contrasts: **A**: Figure of the experimental design (Table 1). Each of the eight nodes corresponds to a unique combination of the two experimental factors Pretraetment and Treatment. **B**: Figure displaying which combinations of Pretreatment and Treatment were used in the contrast *preTTA vs. CTR *(RED nodes vs. BLUE nodes). Figure for the remaining four contrasts are displayed; **C**: *TTA vs. CTR ***D**: *IC vs. CTR ***E**: *TTAIC vs. CTR ***F**: *IC vs. TTAIC*. Comparison is RED nodes vs. BLUE nodes, GREY nodes are not considered for the corresponding contrast. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

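The 15 arrays come from 1 cell line and stand for 8 groups, formed by pretreatment (control medium or TTA) and treatment (control medium, TTA, poly(I:C), or TTA and poly(I:C)), with 2 arrays for each group and 1 for TTA pretreatment followed by poly(I:C). The deposited tables held 0 columns of other series. The authors' scanner software made a background-corrected intensity for each spot of each array, together with quality marks, and these deposited intensities are in arbitrary units that were not normalized between arrays. The authors made the deposited log2 values from these intensities by a filter on spots, averaging of duplicate spots, quantile normalization over the arrays and log2 transformation. The fits rest on the intensities, and the deposited log2 values were used as an alternative.

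Spots were kept where found, positive and significant, and well above background, the mean of the duplicate spots was taken, and quantile normalization, log2 transformation and removal of probes missing on more than 2 arrays followed. Linear models were fitted with limma 3.58.1 in R 4.3.3, with treatment, pretreatment and batch as terms and all arrays in 1 fit, and figures were drawn with Python 3.11.15 and matplotlib 3.10.9. A probe was called at an adjusted p of at most 0.15 over the 5 contrasts together and an absolute log2FC of at least 0.5, the thresholds of the paper. Batch was taken as the array design, which is also the replicate number. The deviations of arrays with the same replicate number from their group means had correlations over 21 pairs of groups between 0.151 and 0.8, with a median of 0.3. A technical difference between the array designs would also give such correlations. They do not show that the arrays of 1 design come from 1 passage of the cells. The standard errors rest on at most 2 arrays per group, and this number limits their precision.

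Genes were named by a rule. It took every gene that the paper's results name from the array and that the paper pairs with a probe in Table 4, Fig. 2 or Fig. 3, and in each contrast the 2 probes with the largest rise and the 2 with the largest fall among the DE probes measured on all 15 arrays. The pipeline was tested on simulated data in which 200 of 12495 probes changed. Of the changes of at least 1 on the log2 scale it recovered between 94.0 and 100% per contrast, and it called between 11 and 155 unchanged probes. Overlaps between contrasts were compared with 100 simulated data sets that had a poly(I:C) effect and no effect of TTA, and in which probes varied independently of each other.

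The alternatives were 75th percentile scaling, normexp background correction with an offset of 50, no filter on dim probes, only probes well above background on all 15 arrays, the median of duplicate spots, no replicate block, slide as a random or a fixed block, adjustment of p-values within each contrast, an adjusted p of at most 0.05, no threshold on the log2FC or one of 1, array weights, the deposited values, each replicate alone, and each array left out in turn. With 2 spots per probe, the median of duplicate spots equals their mean, so that alternative repeats the main setting. The paper's removal of probes without annotation was not repeated, since the probes were matched to no annotation, and the qRT-PCR measurements were not analysed here.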

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

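The tests of a single bright spot, of the number of named probes with an array apart from its group and, for the probes detected only with poly(I:C), of other splits of the arrays and of detection on each slide were chosen only after the result was seen.

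Among the 4 arrays with TTA treatment, that of TTA pretreatment in replicate 1 stood far from the others in the number of probes kept, 14940 against 13288 to 13429. The slope of the spike-in controls was 0.988 on the array of control pretreatment and TTA treatment in replicate 1 and 0.954 on that of TTA pretreatment and control treatment in replicate 2, each far from the other arrays of its treatment. These are 3 of 15 array measures tested, where chance gives about 1 in 20. The array with 14940 probes lies on the slide that also held the array with 14651 probes, but the remaining array of this slide kept 13671, so the slide alone does not account for the number kept. With replicate 2 alone, which leaves this slide out, the median log2FC of all probes in preTTA vs. CTR was 0.036. Each slide held 1 pretreatment, so slide and pretreatment cannot be told apart in the other direction, and with slide as a random block 157 probes were DE. No biological explanation was tested.

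After removal of the pretreatment and replicate terms, 9 of 150 groups of 4 arrays of named probes had 1 array far from the others of its treatment, and chance gives about 1 in 20 groups, or 8. The log2 values after this removal, on the level of control pretreatment and replicate 1, were 11.93 for ACADM (control pretreatment, TTA, replicate 2), 11.41 for ANGPTL4 (TTA pretreatment, TTA and poly(I:C), replicate 1) and 7.07 for AGPAT4 (TTA pretreatment, TTA, replicate 2). NATTE (Ssa#S18843083) had 4.51 (control pretreatment, control medium, replicate 1) and 7.91 (control pretreatment, TTA and poly(I:C), replicate 1), and HADHB had 13.25 (control pretreatment, control medium, replicate 1). ELOVL2 had 4.52 (control pretreatment, TTA and poly(I:C), replicate 1), IL17D had 3.33 (TTA pretreatment, TTA, replicate 2) and SLC43A3 had 5.46 (TTA pretreatment, control medium, replicate 1). Chance gives about this number, and no biological explanation was tested.

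A difference between groups appeared in 1 probe, Ssa#CB517706, whose response to treatment differed between the pretreatments by a coefficient of 11.85 on the log2 scale (adjusted p = 2.96e-05 from limma's F test). A single bright spot may account for it. That spot read 63593.7 units, its duplicate on the same array 16.2 units, and the other spots of the probe between 7.64 and 37.1 units. With spots marked as outliers by the scanner software left out, this probe was no longer called. A response of the cells would show in both spots, so a biological explanation has nothing in its favor here.

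A signal appeared in probes that the paper's filter removes. On all 7 arrays with poly(I:C) and on none of the 8 without, 64 probes were kept, and 0 of these are in the present set, since they are missing on more than 2 arrays. The median lower bound of their change was 6.83-fold, and 49 probes were at least 4-fold higher. Omy#S34312003 was at least 526-fold higher and Ssa#S35594657 at least 373-fold higher, both named after their values were seen. Of 6435 splits of the arrays into 7 and 8, 1 gave as many probes, the real one, and the next highest gave 6. More detection of every kind on poly(I:C) arrays is argued against by the slides, since on 1 of 4 slides every poly(I:C) array kept more probes than every other array. The reverse pattern held 27 probes, and this test cannot tell whether a general difference in detection adds to the 64. A response of these probes to poly(I:C) is a hypothesis, found and tested on the same arrays.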

How the results depend on the processing

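The settings with normalization before the filter on spots and the setting without outlier spots were chosen only after the data were seen; the other settings and the thresholds were fixed before the data were examined. Each of the tests named here follows from a setting.

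No named result changed its direction past a threshold in any setting. Of 79 named results, 79 kept their side of the threshold with the deposited values and without outlier spots. It was 77 with slide as a random block and 77 without a threshold on the log2FC. The median of duplicate spots kept 79 as well. Each probe has 2 spots, whose median equals their mean, so that setting repeats the main one and tests nothing. The number was 68 with an adjusted p of at most 0.05, 66 with array weights, 65 with 75th percentile scaling, 64 with normalization before the filter on spots, 60 without a filter on dim probes, 57 with replicate 2 alone, 42 with normexp correction, 39 with adjustment within the contrast and 31 with a log2FC of at least 1. It was 74 of 74 for probes well above background on all 15 arrays, 65 of 77 with replicate 1 alone and 56 of 57 with slide as a fixed block. Over all 15 arrays left out in turn, 1059 of 1185 values stayed on their side, 123 lost their call and 3 gained one. The count for the difference of the TTA effect with and without poly(I:C) was 0 in limma with each array left out (81 probes had an unadjusted p under 0.05 with all arrays).

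With 75th percentile scaling, 68 probes were DE in preTTA vs. CTR, 31 higher and 37 lower, against 155 higher and 4 lower. The splits were 35 and 21 in TTA vs. CTR and 71 and 38 in IC vs. TTAIC (56 and 109 probes). The interaction of pretreatment and treatment called 2 probes. PreTTA vs. CTR shared 6 probes with TTA vs. CTR and 20 with IC vs. CTR, 13 of these with opposite sign.

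With normexp correction, the counts were 12 in preTTA vs. CTR (12 higher), 12 in TTA vs. CTR (9 higher, 3 lower), 2028 in TTAIC vs. CTR, 2240 in IC vs. CTR and 23 in IC vs. TTAIC (10 higher, 13 lower), and 2 for the interaction. Overlaps were 6 (TTA vs. CTR and IC vs. TTAIC), 2 (preTTA vs. CTR and IC vs. TTAIC), 3 (preTTA vs. CTR and TTA vs. CTR), 6 (preTTA vs. CTR and IC vs. CTR), 19 (IC vs. CTR and IC vs. TTAIC) and 1851 (TTAIC vs. CTR and IC vs. CTR). Signs opposite to IC vs. CTR were found for 17 probes of IC vs. TTAIC, 3 of preTTA vs. CTR and 3 of TTA vs. CTR. For this setting and for 75th percentile scaling the cause was not tested.

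Without a filter on dim probes, 308 probes were DE in preTTA vs. CTR (188 higher, 120 lower), 248 in TTA vs. CTR (123 and 125), 228 in IC vs. TTAIC (105 and 123) and 7 for the interaction. PreTTA vs. CTR shared 18 probes with IC vs. TTAIC and 21 with TTA vs. CTR, and IC vs. TTAIC shared 133 with IC vs. CTR, 124 of opposite sign. More probes enter here, near the background, and the cause was not tested further. With probes well above background on all 15 arrays, the interaction called 0 probes.

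Without the replicate block, TTA vs. CTR had 31 DE probes, 19 higher and 12 lower, against 57 with it. The replicate was taken here as the paper's batch term, whose levels the paper does not define. Without it 13 of 79 named results lost their call.

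With adjustment within each contrast, counts were 77 (preTTA vs. CTR), 7 (TTA vs. CTR, all higher) and 3 (IC vs. TTAIC, all higher), since the poly(I:C) contrasts no longer raise the threshold. Overlaps were 3 (TTA vs. CTR and IC vs. TTAIC), 2 (preTTA vs. CTR and IC vs. TTAIC), 2 (preTTA vs. CTR and TTA vs. CTR) and 2 (IC vs. CTR and IC vs. TTAIC), with 1 probe of IC vs. TTAIC and 2 of TTA vs. CTR opposite to IC vs. CTR. With an adjusted p of at most 0.05, counts were 31 in TTA vs. CTR (18 higher, 13 lower) and 50 in IC vs. TTAIC (21 and 29), which shared 40 with IC vs. CTR, 34 opposite. TTA vs. CTR then had 10 opposite probes.

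Without a threshold on the log2FC, counts were 1507 in preTTA vs. CTR, 156 in TTA vs. CTR (54 higher, 102 lower) and 215 in IC vs. TTAIC. Overlaps were 45, 46, 64, 744 and 157 in the order TTA vs. CTR with IC vs. TTAIC, preTTA vs. CTR with IC vs. TTAIC, with TTA vs. CTR and with IC vs. CTR, and IC vs. CTR with IC vs. TTAIC. Opposite to IC vs. CTR were 116 probes of IC vs. TTAIC, 612 of preTTA vs. CTR and 34 of TTA vs. CTR. With a log2FC of at least 1, counts were 6 (5 higher, 1 lower), 8 (7 and 1), 1458, 1628 and 10 (4 and 6), overlaps in the same order 5, 0, 0, 3 and 5, and 1262 for TTAIC vs. CTR and IC vs. CTR. Opposite probes were 4, 0 and 1. These counts follow from the number of probes that pass the threshold.

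With array weights, TTA vs. CTR had 109 DE probes (38 higher, 71 lower), the interaction 3, and 20 probes of preTTA vs. CTR and 28 of TTA vs. CTR were opposite to IC vs. CTR. The cause was not tested.

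With replicate 1 alone, filtered and normalized without the other arrays, counts were 1607 in preTTA vs. CTR, 122 in TTA vs. CTR (82 higher, 40 lower) and 707 in IC vs. TTAIC (92 and 615), and TTAIC vs. CTR had 963 higher and 3741 lower. PreTTA vs. CTR shared 247 probes with IC vs. TTAIC, 40 with TTA vs. CTR and 498 with IC vs. CTR, 309 of them opposite, and IC vs. TTAIC shared 419 with IC vs. CTR, 395 opposite. With replicate 2 alone, treated in the same way, TTA vs. CTR had 151 DE probes (25 higher, 126 lower), preTTA vs. CTR 164 (71 and 93), TTAIC vs. CTR 2132 higher and 2461 lower, and IC vs. TTAIC 90 (35 and 55). Then 38 probes of IC vs. TTAIC and 35 of TTA vs. CTR were opposite to IC vs. CTR. The arrays differ between these settings, and the cause was not tested.

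Among the settings chosen after the data were seen, normalization before the filter on spots gave 80 DE probes in preTTA vs. CTR (40 higher, 40 lower), 51 in TTA vs. CTR (36 and 15) and 98 in IC vs. TTAIC (55 and 43). PreTTA vs. CTR shared 6 with TTA vs. CTR and 21 with IC vs. CTR, 14 opposite. With slide as a random block in addition, counts were 93 (40 and 53), 49 (34 and 15) and 104 (60 and 44), with overlaps of 6 and 18 and 11 opposite probes. With adjustment within the contrast in addition, counts were 13 (11 and 2), 14 (13 and 1) and 13 (10 and 3). Overlaps were 8 for TTA vs. CTR and IC vs. TTAIC, 0 for preTTA vs. CTR with each of IC vs. TTAIC and TTA vs. CTR, 5 with IC vs. CTR, and 12 for IC vs. CTR and IC vs. TTAIC, with 10, 4 and 6 opposite probes in IC vs. TTAIC, preTTA vs. CTR and TTA vs. CTR. With slide as a fixed block, TTA vs. CTR had 52 (37 and 15) and IC vs. TTAIC 94 (55 and 39). Together with adjustment within the contrast they had 11 (11 higher) and 12 (9 and 3), overlapped in 7, and IC vs. CTR shared 11 with IC vs. TTAIC, 9 opposite, with 4 opposite in TTA vs. CTR. Without outlier spots limma's F test of the interaction called 0 probes, against 1 with all spots, where 402 had an unadjusted p under 0.05.

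With each array left out in turn, DE probes ranged from 102 (without TTA pretreatment, control medium, replicate 1) to 346 (without TTA pretreatment, TTA, replicate 2) in preTTA vs. CTR, and from 47 to 187 (without TTA pretreatment, TTA, replicate 1) in TTA vs. CTR. The range was 3795 to 4182 in TTAIC vs. CTR, 3796 to 4528 in IC vs. CTR and 63 (without TTA pretreatment, TTA and poly(I:C), replicate 1) to 293 (without TTA pretreatment, poly(I:C), replicate 2) in IC vs. TTAIC. The interaction ranged from 0 to 11 (without TTA pretreatment, TTA, replicate 2). Overlaps ranged from 14 to 24 (TTA vs. CTR and IC vs. TTAIC), 6 to 40 (preTTA vs. CTR and IC vs. TTAIC), 7 to 17 (preTTA vs. CTR and TTA vs. CTR), 34 to 117 (preTTA vs. CTR and IC vs. CTR), 48 to 173 (IC vs. CTR and IC vs. TTAIC) and 3082 to 3696 (TTAIC vs. CTR and IC vs. CTR). Opposite probes ranged from 41 to 152, 24 to 90 and 12 to 35 in IC vs. TTAIC, preTTA vs. CTR and TTA vs. CTR, and 18 to 19 of the values of the 6 qRT-PCR genes were called.

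The planned restriction to annotated probes was not run, as the files hold no annotation. The paper's supplementary list of all probes gives gene annotation, and that list was not used here. Signal over background limits the results to 12495 present probes.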

Differences from the paper's values

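The settings with normalization before the filter on spots were chosen only after the values were seen, and no tests were added for this part. A count was taken as different when 1 of the values was more than 1.5 times the other. A log2FC from Fig. 3 was taken as different when its sign differed or when it lay farther from the paper's value than the SD between replicates of the probe, or than the reading error of the figure where that was larger. This SD was 0.35 for the log2FC of SLC6A13.

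The paper gives 2 lower DE probes in preTTA vs. CTR, against 4 here. Of the alternatives set before the data were examined, those with probes well above background on all 15 arrays, without the replicate block and with slide as a random block do not differ from the paper. The others differ, namely 75th percentile scaling, normexp correction, no filter on dim probes, the median of duplicate spots, adjustment within the contrast, an adjusted p of at most 0.05, no threshold on the log2FC or one of 1, array weights, the deposited values and each replicate alone. With 1 array left out, 5 of 15 do not differ. Normalization before the filter on spots with adjustment within the contrast, chosen after seeing the values, does not differ either. Of the other settings chosen then, normalization before the filter, alone and with slide as a random block, and the setting without outlier spots differ.

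The paper gives 0 lower probes with a log2FC over 1 in preTTA vs. CTR, against 1 here. The alternatives with normexp correction, probes well above background on all 15 arrays, no replicate block, slide as a random block, adjustment within the contrast and an adjusted p of at most 0.05 do not differ. Those with 75th percentile scaling, no filter on dim probes, the median of duplicate spots, no threshold on the log2FC or one of 1, array weights, the deposited values and each replicate alone do. With 1 array left out, 10 of 15 do not differ. Normalization before the filter on spots, alone and with adjustment within the contrast, was chosen after seeing the values and does not differ. Normalization before the filter with slide as a random block and the setting without outlier spots, also chosen then, differ.

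For the log2FC of SLC6A13 in IC vs. CTR, the paper's value is about -1.6 in Fig. 3, read by eye, against -1.07 here. The value here is for the probe that fits Fig. 3, whose caption names genes without probes, so the comparison rests on that choice. Table 4 pairs the gene with another probe, Ssa#GRASP209147493, with a log2FC of -1.08 in this contrast that is also DE. That probe is not DE in TTA vs. CTR or IC vs. TTAIC. With 75th percentile scaling (-1.28) and without a filter on dim probes (-1.58) the value does not differ from the paper's, and in each other alternative set before the data were examined that gives a value it does. For SLC6A13 in IC vs. TTAIC, the paper's log2FC is about 2.5 in Fig. 3, read by eye, against 1.95 here. It does not differ with 75th percentile scaling (2.26), without a filter on dim probes (2.54) and with replicate 2 alone (2.27), and differs in the others of these alternatives that give a value. With 1 array left out, 1 of 15 does not differ in either contrast.

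The paper reports DHRS3 as increased by TTA. In TTA vs. CTR the probe labelled DHRS3 had a log2FC of -1.33. The paper reports attenuated transcription of PACA by TTA. The PACA probe had a log2FC of 0.55 in TTA vs. CTR. In no setting did either value change its sign past a threshold.

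The paper ranks ANGPTL4 first among the higher genes of TTA vs. CTR and KLF11 next, and ANGPTL4 first among those of IC vs. TTAIC. Here SLC6A13 stood above ANGPTL4, with 1.94 against 1.89 and 1.95 against 1.73. Among probes measured on all 15 arrays, which leaves SLC6A13 out, ANGPTL4 was first in both contrasts and KLF11 next in TTA vs. CTR. With normexp correction ANGPTL4 (Ssa#GRASP209153907) in TTA vs. CTR was at 1.74, above the log2FC of SLC6A13 of 0.77. In the same setting ANGPTL4 (Ssa#GRASP209153907) in IC vs. TTAIC was at 1.57, above SLC6A13 (Ssa#GRASP209154143) in IC vs. TTAIC at 0.49. The paper reports Cpt1a as higher with TTA, and of the probes with that label 1 had a log2FC of 1.31 and the other, Ssa#DY740972, of -0.08.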

Other observations

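The tests of shared arrays for the correlation of IC vs. TTAIC with IC vs. CTR and for the carry-over of TTA, that of the share of opposite signs in preTTA vs. CTR, that of splits drawn to part every pair, that of the centered contrast and that of the threshold for ANGPTL4 and PLIN2 were chosen only after the results were seen. For some of the tests the limit that decides the reading was also set after the values were seen, namely for the trout probes, the reverse set of probes, the share of opposite signs, the dampening and the scaling between arrays.

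Chance cannot be excluded for the counts of the TTA contrasts by other splits of the same arrays. Of 35 splits, 20 gave as many DE probes as the real one in TTA vs. CTR and 19 in IC vs. TTAIC, and of 100 splits drawn for preTTA vs. CTR, 20 did. When the splits for preTTA vs. CTR were instead drawn from the 128 that part every pair of arrays with equal treatment and replicate, 6 of 100, the real one included, gave at least its 159 probes. The others had a median of 10 and a highest count of 201. This share lies near 1 in 20 and does not exclude chance. Splits that follow the replicate gave 3566 and 3786 probes and those that follow the pretreatment 1063 and 1163, which the model's terms for batch and pretreatment take up in the real contrasts. Among the 8 splits that part every pair of arrays, the real one gave the most in TTA vs. CTR, with the next at 33, and in IC vs. TTAIC, with the next at 98. For TTAIC vs. CTR and IC vs. CTR, chance can be excluded, as 1 of 35 splits, the real one, gave as many. Of the 8 splits that part every pair, which alone are too few to exclude chance, the next gave 0 in TTAIC vs. CTR and 3320 in IC vs. CTR. The latter sets the 3 control arrays paired with a poly(I:C) array against the poly(I:C) arrays and the unpaired control array, so it still parts most arrays by poly(I:C), and the 6 others gave 0.

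TTA vs. CTR and IC vs. TTAIC, which share no arrays, correlated over probes with r = 0.166, against -0.0647 to 0.0707 in simulations without an effect of TTA, and shared 19 DE probes with the same sign, against 2 to 13. The data lie outside these ranges. Probes varied independently in the simulations, unlike on an array, so the ranges are narrow and do not exclude chance.

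The threshold of the joint adjustment may account for most calls in TTA vs. CTR and IC vs. TTAIC, since it is set mostly by the many poly(I:C) calls. With adjustment within the contrast, 7 probes were DE in TTA vs. CTR and 3 in IC vs. TTAIC. In preTTA vs. CTR 77 of 159 remained. Simulations with a poly(I:C) effect, no effect of TTA and no shift between arrays called a median of 38 probes there (range 27 to 54), so for preTTA vs. CTR the threshold is a candidate explanation for a part of the calls only. For ANGPTL4 and PLIN2 this threshold is argued against, since they stay DE in both TTA vs. CTR and IC vs. TTAIC, with adjusted p-values within the contrast of at most 0.0299 from limma. SLC6A13, measured on 14 arrays, also stays DE in both. Its adjusted p from limma within IC vs. TTAIC is 0.138, close to the threshold of 0.15. ANGPTL4 rose by 1.89 and 1.73 in these contrasts, which share no arrays, and PLIN2 by 1.25 and 1.33. An effect of TTA on ANGPTL4 and PLIN2 is a hypothesis. Both stayed DE in both contrasts with normalization before the filter on spots, with 75th percentile scaling and with each array left out. Technical explanations outside the settings run here were not tested for them.

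Nearly all probes DE in preTTA vs. CTR were higher, and quantile normalization over unequal numbers of detected probes is a candidate explanation. With normalization before the filter on spots, 50% of the DE probes were higher. In data simulated without any group effect but with the real number of probes kept on each array, the order of the paper gave a median log2FC of 0.16 and called 105 probes higher and 0 lower at an unadjusted p of 0.0307, and the other order gave 0 and 0. The simulation kept the brightest probes of each array, which builds in a shift of this direction. On the real arrays the median shift was 0.29 in replicate 1, where 1 slide held the 2 arrays with the most probes kept, and 0.036 in replicate 2. Slide and pretreatment cannot be told apart for the remainder, as each pretreatment had 2 slides, and slide as a random block left 157 probes. An effect of TTA pretreatment stays open for probes called in both orders.

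Probes DE in IC vs. TTAIC went against IC vs. CTR, and the shared poly(I:C) arrays may account for this number. Simulations without an effect of TTA gave a median of 64 such probes, against 65 in the data. They called a median of 164 probes in IC vs. TTAIC, against 104 in the data, so the similar counts do not settle this. Among probes DE in both contrasts, the share with opposite signs was 81.7% in the simulations and 84.4% in the data. Over all probes the correlation was more negative than in the simulations. With the contrasts from different replicates it was -0.367 with IC vs. TTAIC from replicate 1 and 0.136 with IC vs. TTAIC from replicate 2, so shared arrays and a reversal by TTA cannot be told apart with 2 replicates, of which replicate 1 holds 1 poly(I:C) array. IC vs. TTAIC itself correlated between the replicates with 0.158 over probes, where probes are not independent.

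Probes DE in preTTA vs. CTR went against IC vs. CTR as well. The shift of all probes by the normalization may account for part of it, since with normalization before the filter on spots 14 probes with opposite sign were left of 37, and their share was 66.7%. With the contrasts from different replicates, 79.1% of 326 and 66.7% of 12 probes had opposite signs, and with normalization before the filter as well 77.4% of 31 and 69.2% of 13. Over all probes the correlations with IC vs. CTR from the other replicate were -0.129 and -0.094, and -0.199 and -0.102 with normalization before the filter. The share thus did not fall to 50% without the shift, but the probes are few and not independent, so the shift and a biological effect of TTA pretreatment cannot be told apart for this share.

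A general dampening of the poly(I:C) response by TTA was tested on probes called in 1 replicate and measured in the other. In replicate 2 the median change from poly(I:C) to TTA and poly(I:C), in the direction of the poly(I:C) change, was 0.0499 after TTA pretreatment and 0.0456 after control pretreatment, where the poly(I:C) changes were 1.02 and 1.03. A dampening in both replicates would give negative values. In replicate 1, after control pretreatment, the median was -0.21 of 1.30, and 73.6% of the probes went against the poly(I:C) change. Each of these medians compares 1 array with TTA and poly(I:C) with 1 array with poly(I:C), so they neither show nor exclude a general dampening.

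TTA pretreatment moved the probes of TTA treatment the same way more often than random probes. Of the 57 probes DE in TTA vs. CTR, 39 (68.4%) had the same sign in preTTA vs. CTR relative to the median of all probes, against 45.6% for random lists, of which 4 of 10000 were as high. Higher probes had the same sign in 25 of 28 cases and lower probes in 14 of 29. Shared arrays are argued against as the whole cause, as the share was 65.4% with the contrasts from different arrays, which 151 of 10000 random lists reached. A carry-over of TTA into the treatment days, as a technical matter of medium or as a lasting effect on the cells, is a hypothesis that may explain it, and the design does not part these.

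More probes fell than rose in IC vs. CTR. With 75th percentile scaling 37.1% of the DE probes rose, but there the median log2FC of all probes was lower as well, at -0.11 against -0.06. With each treatment shifted so that this median was 0, 47.8% rose, so the excess of falls depends on where the contrast is centered. Which level is right is not known from these arrays, and scaling and a response of the cells cannot be told apart for this share. No other technical explanation was tested.

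The trout probes were kept less often than the salmon probes on 15 of 15 arrays. A mismatch of trout probes to salmon RNA may account for it. Among present probes, 30.8% of the trout and 34.4% of the salmon probes were DE in IC vs. CTR. No biological explanation was tested, since all arrays hold the same species.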
